# Plant microRNAs in larval food regulate honeybee caste development

**DOI:** 10.1371/journal.pgen.1006946

**Published:** 2017-08-31

**Authors:** Kegan Zhu, Minghui Liu, Zheng Fu, Zhen Zhou, Yan Kong, Hongwei Liang, Zheguang Lin, Jun Luo, Huoqing Zheng, Ping Wan, Junfeng Zhang, Ke Zen, Jiong Chen, Fuliang Hu, Chen-Yu Zhang, Jie Ren, Xi Chen

## Abstract

The major environmental determinants of honeybee caste development come from larval nutrients: royal jelly stimulates the differentiation of larvae into queens, whereas beebread leads to worker bee fate. However, these determinants are not fully characterized. Here we report that plant RNAs, particularly miRNAs, which are more enriched in beebread than in royal jelly, delay development and decrease body and ovary size in honeybees, thereby preventing larval differentiation into queens and inducing development into worker bees. Mechanistic studies reveal that *amTOR*, a stimulatory gene in caste differentiation, is the direct target of miR162a. Interestingly, the same effect also exists in non-social *Drosophila*. When such plant RNAs and miRNAs are fed to *Drosophila* larvae, they cause extended developmental times and reductions in body weight and length, ovary size and fecundity. This study identifies an uncharacterized function of plant miRNAs that fine-tunes honeybee caste development, offering hints for understanding cross-kingdom interaction and co-evolution.

## Author summary

How caste has formed in honeybees is an enduring puzzle. The prevailing view is that royal jelly stimulates the differentiation of larvae into queen. Here, we uncover a new mechanism that plant miRNAs in worker bee’s food postpone larval development, thereby inducing sterile worker bees. Thus, the theories about honeybee caste formation need to be re-examined from a new angle besides the traditional focus on royal jelly and its components. Furthermore, since miRNAs are transmitted between species of different kingdoms and can contribute to the phenotype regulation, this new model of horizontal miRNA transfer may open up a new avenue to further study the molecular mechanisms underlying cross-kingdom interaction and co-evolution.

## Introduction

Caste development in social insects represents a major transition from one level of organization to another in evolution and is believed to be central to the ecological success of social insects [1]. How castes evolved is an enduring puzzle that has long fascinated scientists but currently has no satisfactory answers. Honeybees (*Apis mellifera*) represent a principal example of caste development. Female honeybees develop into two castes, queens and workers, which differ in morphology, physiology and social function [1, 2]. The queens are reproductive, have a larger body size, develop faster and live longer, whereas workers are characterized by the opposite traits and are mostly sterile helpers that nourish larvae and collect food [3]. This dimorphism is not a consequence of genetic differences but is mainly determined by larval feeding: female larvae receiving a rich diet of royal jelly develop into queens, whereas a less sophisticated diet named “beebread” leads to the worker bee fate [4, 5]. However, it is still not fully understood how different diets modify the developmental trajectory of honeybees to such a thorough extent. While several components of the larval diet, such as specific royal jelly proteins, sugars, p-coumaric acid and fatty acids, have been independently shown to influence caste development in honeybees [6–10], they still cannot account for the full impact of larval food on honeybee development. In this study, we investigated a largely overlooked component of larval food, microRNA (miRNA), and examined its effect on caste development.

miRNAs are a class of 19–24-nucleotide-long non-coding RNAs that act as post-transcriptional regulators of gene expression in eukaryotes [11]. Recently, we reported an unexpected finding that plant miRNAs that are ingested from plant food sources can pass through the gastrointestinal tract, enter into the blood, accumulate in tissues and regulate endogenous gene expression in animals [12]. Other studies have also documented the importance of small RNAs that are transmitted from one species to another and facilitate cross-talk and interspecies communication [13–16]. Moreover, multiple studies have proven that dietary exogenous miRNAs are detectable in consumed animal blood and tissues [17–20]. These studies furnish an additional layer of gene regulation: cross-kingdom regulation mediated by exogenous miRNAs. It is very tempting to speculate that small RNAs in larval food may be an active component that influences honeybee development.

Because beebread is a mixture of pollen and honey, while royal jelly is a glandular secretion of nurse bees [4], the main food sources of worker- and queen-destined larvae are, in theory, plant- and animal-derived, respectively. Thus, we hypothesize that different miRNA contents from larval food of different origins may have distinct impacts on honeybee development. In agreement with this hypothesis, it has been well established in the literature that insects, including honeybees and fruit flies, can ingest small RNAs and that ingested small RNAs can regulate the expression of insect genes, thus reshaping the insects’ phenotypes [21–24]. In this study, we provide evidence for a previously uncharacterized regulatory mechanism of worker bee development, which can be partially attributed to the plant miRNAs enriched in beebread and pollen fed to young larvae.

## Results

### Plant miRNAs are more enriched in beebread and pollen than in royal jelly

First, we analysed the small RNA components in royal jelly, honey, beebread and pollen using Illumina deep-sequencing technology. 

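Each of the 4 foods of the cole flowering stage was sequenced as 1 library, so no difference between foods can be set against a spread between replicates. The sample labels name the crop rapeseed, where the paper names Brassica campestris. After removal of adaptor, short and low-quality reads, the paper gives 9548986 clean reads for royal jelly, 13683503 for honey, 9559836 for beebread and 9561153 for pollen. The authors compared the clean reads with known miRNA precursors and, by their methods, normalized the total of each library to 10000000 reads. The deposited values are whole numbers for 151 annotated miRNAs, of which 93 have a plant name (thale cress or rice) and 58 an animal name. Among the animal names, 37 carry the honeybee prefix and 21 that of the nematode or the fruit fly, and all 58 were treated as bee miRNAs. The values were used as deposited, as reads per 10000000. The stated normalization could not be traced in every value, since 2 distinct values in royal jelly and 1 in pollen cannot arise by rounding reads scaled from the stated clean reads. By truncation in place of rounding, 1 value in beebread and 1 in pollen cannot arise, and those in royal jelly all can. The honey library could not fail this check, since scaling down from more than 10000000 reads can give every whole number. For intervals, values were multiplied back to the stated clean reads. The 95% interval of a single value is Wilson's binomial interval, and that of a ratio comes from the log ratio of 2 Poisson counts. PCR reads without molecular identifiers are not independent molecules, so these intervals and the floors cover counting error only. Before rounding to a whole number, 3 reads give a value of 3.14 in royal jelly, 2.19 in honey, 3.14 in beebread and 3.14 in pollen.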

To investigate pollen as a larval food source under natural conditions, we used bee pollen collected and packed by worker bees. The royal jelly, honey, beebread and pollen were collected during the cole (*Brassica campestris*) flowering stage. Consistent with previous reports [25, 26], the lengths of small RNAs in pollen were concentrated in a range from 19 to 24 nucleotides (S1 Fig). However, the lengths of small RNAs in royal jelly, honey and beebread were distributed over a wider range, from 13 to 28 nucleotides, probably due to degradation products from longer RNAs during their processing within the beehive. Next, total small RNAs were mapped to the reference transcriptome assemblies of honeybee and cole and were further assigned to different classes of small RNAs. In agreement with the hypothesis that royal jelly RNA is mainly animal-derived and beebread RNA is plant-derived, honeybee small RNAs were present at a far higher level in royal jelly than in beebread and pollen, while the abundance of cole small RNAs gradually increased from royal jelly to honey to beebread and pollen (Fig 1A).

**Fig 1:**
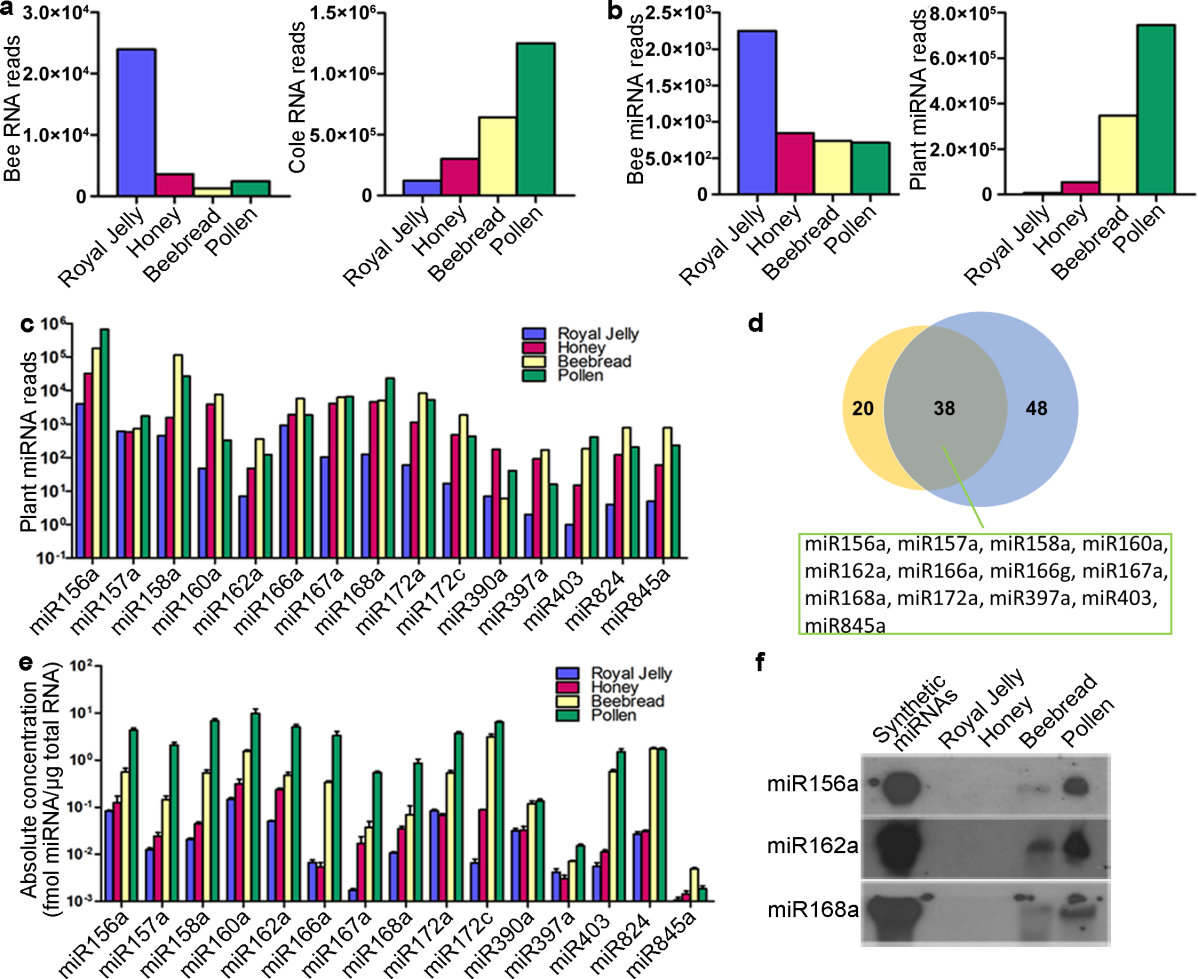
Comparison of the levels of plant and animal miRNAs in royal jelly, honey, beebread and pollen. (**a**) The levels (total sequencing reads) of bee and cole RNAs as detected via Illumina deep-sequencing in royal jelly, honey, beebread and pollen collected during cole flowering stage. (**b**) The levels (total sequencing reads) of bee and plant miRNAs as detected via Illumina deep-sequencing in royal jelly, honey, beebread and pollen collected during cole flowering stage. (**c**) The levels (sequencing reads) of 16 representative plant miRNAs in royal jelly, honey, beebread and pollen collected during cole flowering stage. (**d**) Number and overlap of plant miRNAs in beebread collected during cole (yellow) and camelia (blue) flowering stage. For the 16 representative plant miRNAs, 13 are present in both cole and camellia pollen. (**e**) The absolute levels of 16 representative plant miRNAs as detected via qRT-PCR in royal jelly, honey, beebread and pollen collected during cole flowering stage. miRNA levels were normalized to the total amounts of RNA. Data are represented as the mean ± SEM. Note that the qRT-PCR primer for miR166g was not commercially available, therefore only 15 representative plant miRNAs were assessed. (**f**) Northern blotting analysis of the levels of miR156a, miR162a and miR168a in royal jelly, honey, beebread and pollen collected during cole flowering stage. Synthetic miRNAs served as positive controls. Equal amounts of total RNA (15 μg) were loaded for northern blotting.

A large proportion of the small RNAs were annotated as miRNAs and as the degradation products of tRNAs, rRNAs and mRNAs. By aligning small RNA reads to known miRNAs in the miRBase database 21.0, a total of 46, 39, 14 and 15 annotated bee miRNA types were detected in royal jelly, honey, beebread and pollen, respectively (S1 Table). 

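At a value of at least 1, the deposited table gave 46 bee miRNA names in royal jelly, 39 in honey, 14 in beebread and 15 in pollen. The numbers depended on that minimum. At a value of at least 3 they were 30, 20, 6 and 8, and at a value of at least 10 they were 16, 10, 4 and 3, in the same order. Names with the honeybee prefix made up 34 of the names in royal jelly, 28 in honey, 9 in beebread and 10 in pollen. When names whose sequences differ by no more than 3 bases at their ends were counted once, a choice made after the values were seen, 40 bee miRNAs remained in royal jelly, 36 in honey, 11 in beebread and 13 in pollen.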

Most of the bee miRNAs had less than 10 sequence reads in the samples, but they had much higher reads in royal jelly than in honey, beebread and pollen (Fig 1B). 

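Of the 52 bee miRNA names detected in any cole library, 35 had a value under 10 in every library. The bee miRNA values summed to 2253 in royal jelly (95% interval 2159 to 2350), 840 in honey (793 to 890), 737 in beebread (685 to 794) and 712 in pollen (661 to 768). Royal jelly exceeded beebread 3.06-fold (95% interval 2.81 to 3.33), pollen 3.16-fold (2.90 to 3.45) and honey 2.68-fold (2.50 to 2.88). Among the 17 bee names with a value of at least 10 in any library, 13 were highest in royal jelly. miR-275 had the highest value in royal jelly, 852 (796 to 913), against 84 in honey, 1 in beebread and 5 in pollen. Next came let-7 under its nematode name, with 601 in royal jelly (554 to 652), 18 in honey, 573 in beebread (527 to 623) and 523 in pollen (479 to 571). This name and miR-1 under its nematode name made up 86.7% of the bee miRNA total in beebread and 86.5% in pollen. miR-184 had a value of 228 in royal jelly (200 to 261), 74 in honey, 0 in beebread and 2 in pollen, the last 2 below what 3 reads can give. Annotated miRNA reads are nearly all from plants in beebread. The ratio of royal jelly to beebread therefore moved most, to 110.8, when each total was divided by all annotated miRNA reads of its library. Over the names with the honeybee prefix alone, a choice made after the values were seen, it was 16.7.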

On the other hand, there were 41, 71, 58 and 53 annotated plant miRNA types in royal jelly, honey, beebread and pollen, respectively (S1 Table). These plant miRNAs were present at far higher concentrations than animal miRNAs, and their concentration in beebread and pollen was invariably much higher than that in royal jelly and honey (Fig 1B). 

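The plant miRNA names with a value of at least 1 numbered 41 in royal jelly, 71 in honey, 58 in beebread and 53 in pollen. Raising the minimum to 3 left 25 in royal jelly, 49 in honey, 42 in beebread and 40 in pollen. At a minimum of 10 there were 17 in royal jelly and 33 in each of the other foods. Counting names that differ only at their ends once gave 39, 67, 54 and 51 in the same order. The honey library, with the most plant miRNA names, also had the most clean reads of the cole libraries.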

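The plant miRNA values of the cole libraries summed to 7371 in royal jelly (95% interval 7201 to 7546), 54318 in honey (53930 to 54709), 348124 in beebread (346964 to 349288) and 745158 in pollen (743495 to 746824). The plant total was 3.27 times the bee total in royal jelly, 64.7 times in honey, 472 times in beebread and 1047 times in pollen. Beebread held 47.2 times the plant miRNA reads of royal jelly (46.1 to 48.4) and 6.41 times those of honey (6.36 to 6.46). Pollen held 101 times those of royal jelly (98.7 to 103) and 13.7 times those of honey (13.6 to 13.8). Relative to all annotated miRNA reads, which are nearly all from plants in beebread, the ratio of beebread to royal jelly was 1.30. Plants already gave most of these reads in royal jelly, so this ratio could not be much higher. For single miRNAs the order of the foods varied. Of the 86 plant miRNAs detected in any cole library, 53 were higher in beebread than in royal jelly and 8 were lower. Against honey, 42 were higher in beebread and 35 were lower. Both beebread and pollen exceeded both royal jelly and honey for 22 of the 86. A difference outside the 95% intervals was seen for 16 of these miRNAs. Among the representative miRNAs that the paper names, 10 of 16 were higher in both beebread and pollen than in both other foods. miR160a had a value of 332 in pollen (297 to 370) and 3884 in honey (3781 to 3990). miR390a had 6 in beebread and 41 in pollen, against 176 in honey (155 to 200). miR397a had 16 in pollen (9.51 to 25.9) and 92 in honey (77.3 to 110). miR166g had 134 in pollen (113 to 159) and 213 in royal jelly (185 to 244). For miR166a, with 1860 in pollen and 1928 in honey, and miR172c, with 435 in pollen and 483 in honey, the differences were within the counting error. From the totals of Fig 1B, the paper states that plant miRNAs were at far higher concentrations than animal miRNAs and were invariably higher in beebread and pollen than in royal jelly and honey.

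**Figure D1:**
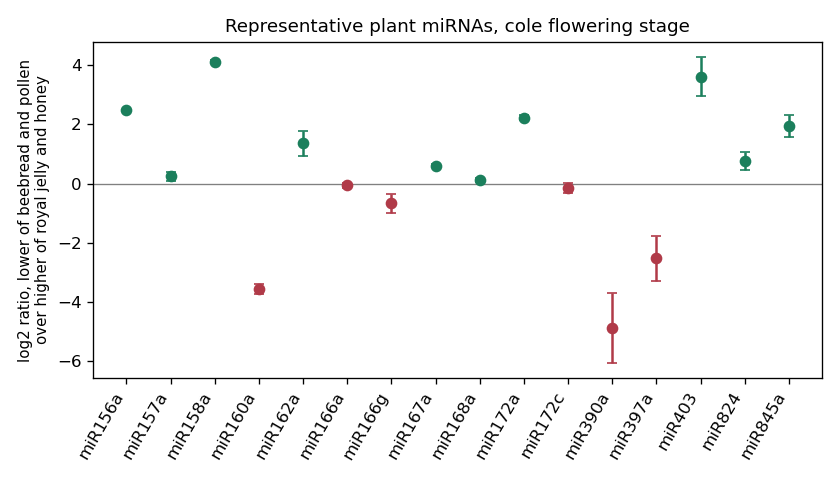
For each of the 16 representative plant miRNAs of the cole flowering stage, the log2 ratio of the lower of its beebread and pollen values over the higher of its royal jelly and honey values (y axis), with 95% intervals from the counts of 1 library per food. Points above 0 (green) are the 10 miRNAs higher in both beebread and pollen, from 0.13 for miR168a to 4.12 for miR158a, and points below 0 (red) reach -4.87 for miR390a.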

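Across the 86 plant and bee miRNAs detected in cole beebread or pollen, Pearson's r of log10(value + 1) was 0.900 (95% interval 0.850 to 0.934) and Spearman's rho was 0.758. Across the 110 miRNAs detected in cole beebread or royal jelly, r was 0.558 (0.414 to 0.675) and rho was 0.248. These are correlations across miRNAs, which are not independent replicates, between single libraries. On linear values r was 0.862 between beebread and pollen and 0.838 between beebread and royal jelly. Without miR156a, the linear r of beebread and royal jelly was 0.304 and that of beebread and pollen 0.772. Over plant miRNAs alone, r on the log10 scale was 0.894 for beebread and pollen and 0.792 for beebread and royal jelly. miR156a made up 52.4% of the plant miRNA total in beebread and 90.3% in pollen, and miR158a made up 33.2% in beebread and 3.62% in pollen.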

The differential enrichment of plant miRNAs in beebread and animal miRNAs in royal jelly is clearly shown in S2A Fig. In contrast, the miRNA compositions of beebread and pollen showed high similarities to each other, with a Pearson’s correlation coefficient (R) close to 1 (S2A Fig). 

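Of the plant miRNAs named as representative in the paper, 13 were among the 16 highest in cole beebread and 12 among the 16 highest in cole pollen. Together the 16 made up 96.5% of the plant miRNA total in beebread and 99.4% in pollen. Those outside the 16 highest in beebread were miR403, at rank 17 with a value of 184, miR397a, at rank 18 with 169 (95% interval 145 to 198), and miR390a, at rank 36 with 6 (2.88 to 13.7). In pollen, miR166g stood at rank 17, miR162a at rank 18, miR390a at rank 22 and miR397a at rank 29. miR165a, which is not one of the 16, ranked 3 in beebread with a value of 10323 and 6 in pollen with 1872. miR156a led both libraries, with 182464 in beebread (181618 to 183315) and 673018 in pollen (671432 to 674608). miR162a had a value of 362 in beebread (326 to 402) and 123 in pollen (103 to 148), against 7 in royal jelly (3.55 to 15.1) and 48 in honey (37.9 to 61.4), so that beebread exceeded royal jelly 51.7-fold (24.5 to 109). Compared with royal jelly, 15 of the 16 were higher in beebread, 14 of them outside the 95% intervals. The exceptions were miR390a, with 7 in royal jelly, and miR166g, with 218 in beebread (190 to 249), which differed by less than the counting error.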

The 16 representative plant miRNAs (miR156a, miR157a, miR158a, miR160a, miR162a, miR166a, miR166g, miR167a, miR168a, miR172a, miR172c, miR390a, miR397a, miR403, miR824 and miR845a) with the highest concentrations in beebread and pollen of cole are listed in Fig 1C.

Given the diversity of pollen that is collected by honeybees, plant miRNAs might not be uniformly present in pollen from different sources. Therefore, it is essential to analyze the small RNA components in beebread and pollen collected from different geographical and botanical sources. 

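The camellia libraries comprised 1 library for each of the 4 foods, again without replicates. The paper gives 8996733 clean reads for royal jelly, 12160200 for honey, 15237283 for beebread and 16690115 for pollen. The deposited values, normalized by the authors to 10000000 reads, cover 270 annotated miRNAs, 132 with a plant name and 138 with an animal name, and 112 of the animal names carry the honeybee prefix. Many plant names in this table carry the arm of the precursor (such as miR156a-5p), which is rarely given in the cole table, so an exact comparison of names misses miRNAs listed in both. In royal jelly 4 distinct values cannot arise by rounding reads scaled from the stated clean reads, and 3 cannot by truncation. The other camellia libraries have more than 10000000 clean reads, so this check could not fail there. A value of 3 reads corresponds to 3.33 in royal jelly, 2.47 in honey, 1.97 in beebread and 1.80 in pollen. The 2 tables were normalized separately, so a ratio of values between flowering stages also carries any difference between their normalizations.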

We performed deep sequencing on royal jelly, honey, beebread and pollen collected during the camellia (*Camellia japonica*) flowering stage. 

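Plant miRNA values of the camellia libraries summed to 303 in royal jelly (95% interval 270 to 342), 16406 in honey (16180 to 16635), 40116 in beebread (39800 to 40435) and 73954 in pollen (73544 to 74366). The ratio of beebread to royal jelly was 132 (118 to 149) and that of beebread to honey 2.45 (2.41 to 2.48). Pollen exceeded honey 4.51-fold (4.44 to 4.58). With totals taken as shares of all annotated miRNA reads, the ratio of beebread to royal jelly was 299. Bee miRNA values summed to 93239 in royal jelly (92614 to 93870), 24221 in honey (23946 to 24499), 1306 in beebread (1250 to 1365) and 2052 in pollen (1985 to 2122), and royal jelly exceeded beebread 71.4-fold (68.3 to 74.6). miR-184 had the highest value in royal jelly, 21480, followed by miR-3720 with 18775 and miR-9a with 9632. In beebread these had values of 70, 1 and 106. Of the 129 plant miRNAs detected in any camellia library, 77 were higher in beebread than in royal jelly, 54 were higher in beebread than in honey and 65 were higher in honey than in beebread. Both beebread and pollen exceeded both royal jelly and honey for 44 of the 129, and for 18 of them outside the 95% intervals.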

The results revealed again that the plant miRNAs were more abundant in pollen and beebread than in royal jelly and honey (S2 Table). Likewise, the miRNA profiles were quite similar between beebread and pollen and widely different between beebread and royal jelly (S2B Fig). 

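In the camellia libraries, r on the log10(value + 1) scale was 0.909 (95% interval 0.878 to 0.932) across the 163 plant and bee miRNAs detected in beebread or pollen, with a rho of 0.772. For beebread and royal jelly, r was 0.116 (-0.019 to 0.247) and rho was -0.098 across 212 miRNAs. Linear values gave 0.997 for beebread and pollen and -0.0092 for beebread and royal jelly. Over plant miRNAs alone, the log10 r was 0.912 for beebread and pollen and 0.456 for beebread and royal jelly. miR166a made up 64.4% of the plant miRNA total in beebread and 67.7% in pollen, and miR166m 10.1% and 13.2%.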

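Cole and camellia beebread were compared by mature sequence over the 104 plant miRNAs detected in either library. A sequence listed for a single stage was counted as not detected in the other. Examples are miR396e-5p, with 781 in camellia beebread, and miR400, with 704 in cole beebread. The different lists of the stages can therefore lower the correlations over all 104. Pearson's r of log10(value + 1) was 0.312 (95% interval 0.127 to 0.476) and Spearman's rho was 0.046, across miRNAs between single libraries. Linear values gave an r of 0.030. Over the 36 sequences detected in both libraries, r on the log10 scale was 0.373. Sequences shared by both made up 98.9% of the plant miRNA total in cole beebread and 93.3% in camellia beebread. For the 17 shared sequences with a value of at least 10 in both, the median difference between the deposited values of the 2 separately normalized tables was 9.71-fold, and 8 of them differed more than 10-fold.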

Interestingly, the plant miRNA profiles of cole and camellia beebread showed similarity to each other, especially for many plant miRNAs that are evolutionarily conserved across the major lineages of plants. 

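By exact name with the species prefix removed, 3 of the 16 representative plant miRNAs (miR172a, miR397a and miR845a) were detected in camellia beebread. By identical mature sequence, a comparison chosen after the names were seen to be written differently in the 2 tables, 13 of the 16 were detected at a value of at least 1, 13 at 3 and 10 at 10. miR172c, miR390a and miR824 had a value of 0, where 3 reads would give 1.97. The lowest of those detected were miR158a and miR397a with 3 each (95% interval 1.40 to 7.68), miR845a with 5 (2.66 to 10.4) and miR172a with 12 (7.47 to 18.7). miR162a had a value of 3516 in camellia beebread (3423 to 3611), 2607 in honey (2518 to 2699) and 2 in royal jelly, below the floor. Against the floor, beebread exceeded royal jelly 1054-fold, and the 95% interval of the ratio of the deposited values was 440 to 7031. Matched by sequence, 11 of the 16 were higher in camellia beebread than in camellia royal jelly, and 7 were higher than in honey. In the camellia stage 7 of the 16 were higher in both beebread and pollen than in both other foods. For 4 of these the difference was outside the 95% intervals, against 10 in the cole stage. By sequence, 36 plant miRNAs were shared by cole and camellia beebread, 22 were detected in cole alone and 46 in camellia alone. The last 2 numbers include sequences that are not listed for the other stage.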

For example, 13 of the 16 plant miRNA species enriched in cole beebread were also present in camellia beebread (Fig 1D). Thus, the global components of plant miRNAs in beebread and pollen may not be very diverse between different sources.

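The most abundant plant miRNAs differed between the flowering stages. miR156a accounted for 52.4% of plant miRNA reads in cole beebread and 2.01% in camellia beebread, and for 1.23% in camellia pollen. miR158a, at 33.2% in cole beebread, had a value of 3 in camellia beebread. miR166a accounted for 1.65% in cole beebread and 64.4% in camellia beebread, and miR162a for 0.10% and 8.76%. The 16 representative sequences made up 79.5% of plant miRNA reads in camellia beebread and 79.7% in camellia pollen.

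**Figure D2:**
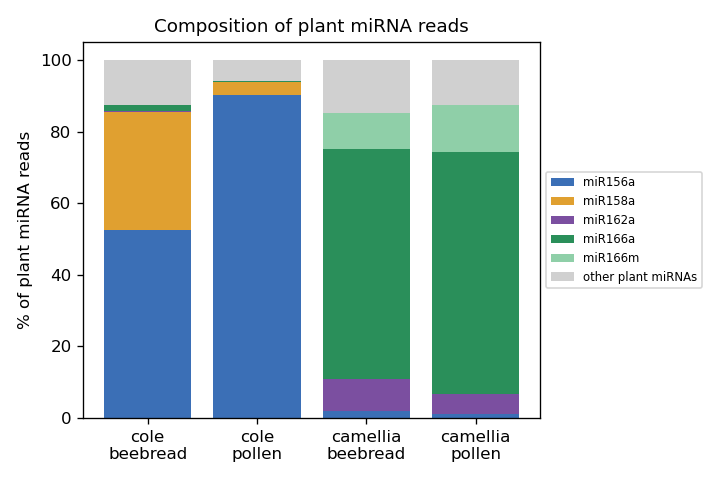
Stacked bars give the percent of plant miRNA reads (y axis) taken by miR156a, miR158a, miR162a, miR166a, miR166m and all other plant miRNAs in cole and camellia beebread and pollen, 1 library per bar. miR156a takes 52.4% and 90.3% in the cole libraries, and miR166a takes 64.4% and 67.7% in the camellia libraries.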

However, because deep sequencing is inferior to the more commonly used qRT-PCR for miRNA quantification [27], we performed qRT-PCR assays with a standard curve set using synthetic oligonucleotides of known concentrations to determine the actual concentrations of plant miRNAs in royal jelly, honey, beebread and pollen. All 16 representative plant miRNAs except miR166g (whose qRT-PCR primer was not commercially available) could be readily detected using qRT-PCR in beebread and pollen of cole but were nearly undetectable in royal jelly and honey (generally < 0.1 fmol per μg total RNA) (Fig 1E). It should be noted that we used two normalization strategies for cross-sample comparisons of miRNAs in royal jelly and beebread, and both strategies showed that each plant miRNA was much more abundant in beebread than in royal jelly (S2C Fig). Moreover, northern blotting, which can determine the sizes and concentrations of RNAs, produced the same differences described above for plant miRNA concentrations and showed that miR156a, miR162a and miR168a were detectable in beebread and pollen but not in royal jelly and honey (Fig 1F).

### Effects of plant RNA on honeybee development

To investigate the effects of plant RNAs, and particularly miRNAs, on honeybee phenotypes, we removed the larvae from the colony setting and reared them on a laboratory diet with or without the addition of plant RNAs or miRNAs. To avoid overfeeding and generating supra-physiological effects, our pilot study first determined the amounts of the 16 representative plant miRNAs that were contained in natural beebread (Fig 1E and S2C Fig). Since the plant miRNA composition enriched in natural beebread is very similar to that in pollen (S2A Fig and S2B Fig), we added total RNA purified from cole pollen to the laboratory diet at the same level as determined based on miRNA levels to reconstitute a close mimic of natural beebread in terms of its miRNA components (“beebread mimic” in S3 Fig). When developing larvae were fed with this beebread mimic, 2-fold of beebread mimic dramatically suppressed the growth of the developing larvae and even caused some larvae to die, whereas 0.5- or 1-fold of beebread mimic reduced larvae growth but had little effect on their survival (S4 Fig).

Next, the effects of plant RNA supplements were characterized based on the developmental time, weight, length and ovary size of adult bees immediately upon emerging from the pupal stage (Fig 2A). Feeding larvae with beebread mimic increased the whole-body accumulation of the 16 representative plant miRNAs (S5A Fig). We did not distinguish the particular tissues where the ingested plant miRNAs were located but instead investigated the effects of plant miRNAs on the whole body as the uptake of exogenous small RNAs from the insect gut has been frequently observed [21, 22, 28]. As a result of the plant RNA supplements, larvae grew relatively slowly during their development and emerged as adults with more of a worker morphology (S6 Fig) characterized by a prolonged developmental time (on average 0.49 days longer, p = 0.0444), reduced weight (on average 14.81% lighter, p = 0.0008) and size (on average 6.55% shorter, p = 0.0005) at adult emergence and a decreased ovary size (on average 21 fewer ovarioles, p = 0.0358) (Fig 2B–2E).

**Fig 2:**
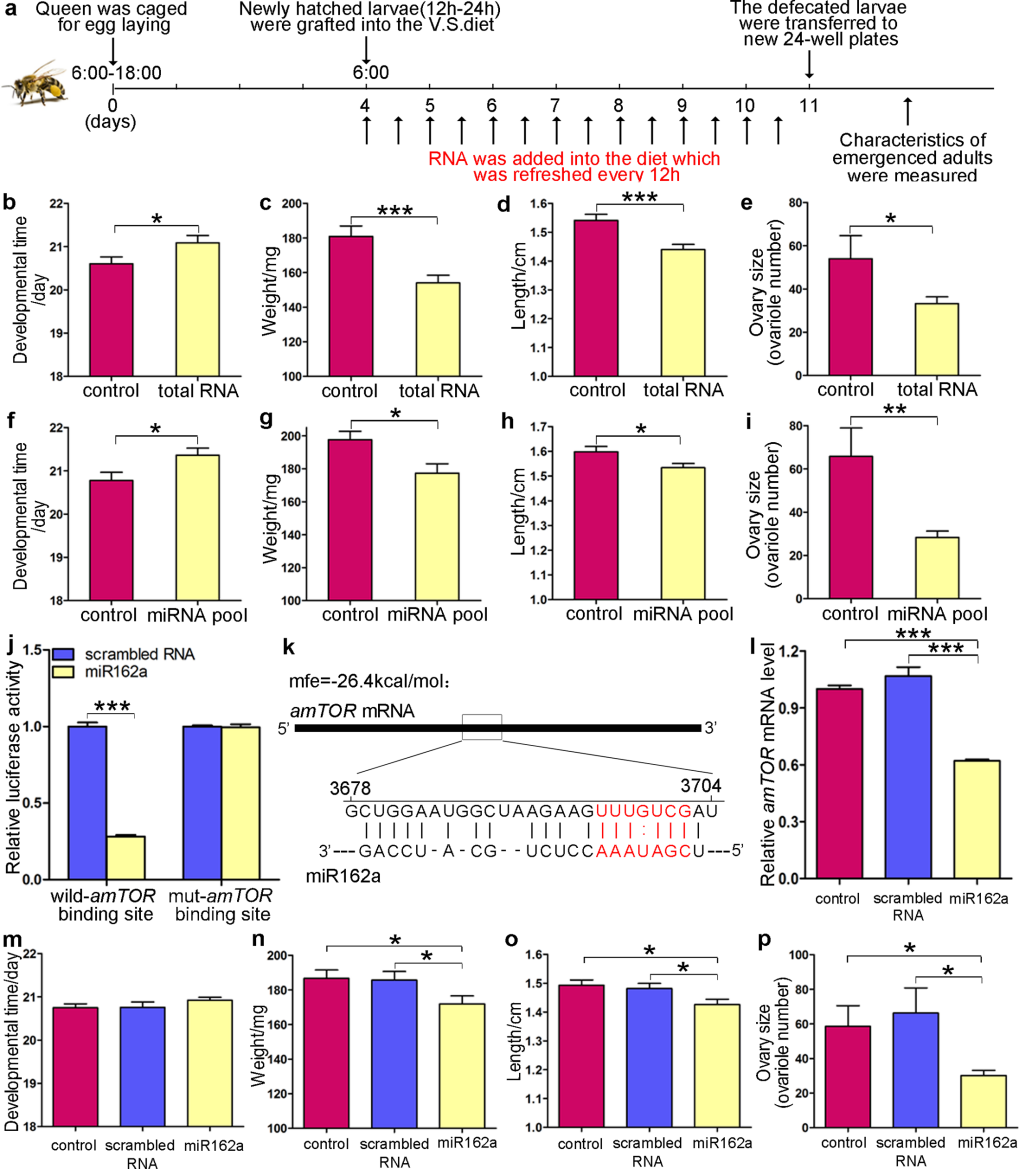
Effects of plant RNAs, plant miRNA pool and miR162a on honeybee phenotypes. (**a**) Flow chart of the experimental design. (**b-e**) Developmental time (b), body weight (c), length (d) and ovary size (e) of honeybees that were reared with the control diet (equal volume of DEPC water added) or a diet containing total pollen RNA (n = 25–30). Data are represented as the mean ± SEM. *p < 0.05; ***p < 0.001, Student’s *t*-test. (**f-i**) Developmental time (f), body weight (g), length (h) and ovary size (i) of honeybees that were reared with the control diet or a diet supplemented with the synthetic miRNA pool (n = 25–30). Data are represented as the mean ± SEM. *p < 0.05; **p < 0.01, Student’s *t*-test. (**j**) Firefly luciferase reporters containing the potential binding site or mutant binding site for miR162a in the *amTOR* gene were co-transfected with scrambled RNAs or miR162a into 293T cells. At 24 h post-transfection, cells were assayed using luciferase assay kits. Data are represented as the mean ± SEM. ***p < 0.001, Student’s *t*-test. (**k**) Schematic illustration of the hypothetical duplex formed by the interaction between *amTOR* (top) and miR162a (bottom) in honeybees. The predicted free energy of the hybrid is indicated. (**l**) qRT-PCR analysis of the levels of *amTOR* mRNA in 4^th^ instar honeybee larvae reared with control diets or diets supplemented with synthetic miR162a. Error bars represent SEM. ***p < 0.001, one-way ANOVA. (**m-p**) Developmental time (m), body weight (n), length (o) and ovary size (p) of honeybees reared with the control diet or a diet supplemented with synthetic scrambled RNA or miR162a (n = 25–30). Data are represented as the mean ± SEM. *p < 0.05, one-way ANOVA.

### Effects of a plant miRNA pool on honeybee phenotypes

To validate the contribution of plant miRNAs to the observed honeybee phenotypes, we synthesized the 16 plant miRNAs enriched in beebread and pollen, and then the synthetic miRNA pool was added to the larval diet at levels equivalent to those in natural beebread. Compared to the control group, honeybees that were fed a diet containing the miRNA pool showed an increased accumulation of corresponding plant miRNAs within their body (S5B Fig) and developed worker bee-like characteristics, i.e., reduced sizes at adult emergence (10.27% lighter and 4.01% shorter, p = 0.0194 and p = 0.0264, respectively), extended pre-adult developmental time (0.58 days longer, p = 0.0254) and decreased ovary sizes (38 fewer ovarioles, p = 0.0094) (Fig 2F–2I).

### miR162a acts on *amTOR* to induce worker bee phenotypes

Next, we performed bioinformatics analysis to dissect the potential functions of the plant miRNAs in honeybee’s food. Two bioinformatic algorithms (RNAhybrid and miRanda) were used in combination to scan honeybee mRNA sequences for potential binding sites for the 16 representative plant miRNAs. A total of 96 honeybee genes were predicted by both RNAhybrid and miRanda algorithms as the target genes of the 16 plant miRNAs. Most of the 96 genes were predicted to be targeted by only one plant miRNA, whereas a few genes were common targets of 2–3 plant miRNAs. We then used Gene Ontology (GO) analysis to look for biological processes that might be associated with the 96 target genes of the 16 plant miRNAs based on the strategy of a previous study [29]. Significant enrichment of GO functional categories related to “development” was observed (S7 Fig and S3 Table), suggesting again that the plant miRNAs specifically enriched in beebread and pollen may be involved in regulation of the development process of honeybees. Among the 96 target genes, some genes known to influence the developmental fate of honeybees were specially selected and listed in S4 Table.

Subsequently, plant miRNAs targeting *Apis mellifera* TOR (amTOR) were analysed, as previous studies have demonstrated that *amTOR* plays a stimulatory role in caste development: the queen fate is associated with elevated *amTOR* activity, and the inhibition of *amTOR* causes developmental changes towards worker characteristics in queen-destined larvae [22, 30, 31]. To screen for plant miRNAs that could directly regulate *amTOR* expression, luciferase reporter assays were conducted. Each plant miRNA binding site in the *amTOR* gene was fused separately into a position downstream of the firefly luciferase gene in a reporter plasmid. The resulting plasmids were co-transfected into a cell line in combination with above-mentioned plant miRNAs. Among 9 plant miRNAs that could potentially target amTOR, miR162a resulted in a 72% decrease in luciferase activity (Fig 2J), whereas miR156a showed a 14% reduction and other 7 plant miRNAs did not affect luciferase activity (S8 Fig), suggesting that miR162a specifically recognizes *amTOR* and mediates the post-transcriptional inhibition of this gene. In addition, the *amTOR*/miR162a hybrid is illustrated in Fig 2K, and its free energy was -26.4 kcal/mol, which was well within the ranges of genuine miRNA-target pairs (-17 kcal/mol is a cutoff value of free energy) [32]. However, when point mutations were introduced into the predicted “seed site” in the *amTOR* gene, the fused luciferase reporters were no longer affected by miR162a (Fig 2J).

Subsequently, to determine the potential effects of miR162a alone on *amTOR* expression and the corresponding phenotypes, honeybee larvae were reared with a diet to which either synthetic miR162a or scrambled RNA was added. Notable increases in the amount of ingested miR162a (S5C Fig) and decreases in the level of *amTOR* mRNA (Fig 2L) were detected in honeybees that were reared with a diet containing miR162a. Similarly, *amTOR* mRNA was downregulated in honeybees reared on a diet containing either total pollen RNA or the synthetic miRNA pool (S9A and S9B Fig). In contrast to the scrambled RNA, which had no effect on any of the tested morphological characteristics, miR162a supplied in the larval food significantly reduced the body weights (7.87% lighter, p = 0.0292) and lengths (4.49% shorter, p = 0.0103) and ovary sizes (29 fewer ovarioles, p = 0.0301) of newly emerged adults but did not significantly increase the developmental time (0.17 days longer, p = 0.1755) of the adult bees (Fig 2M–2P).

### Effects of plant RNA, the plant miRNA pool and miR162a on *Drosophila* phenotypes

To further investigate the evolutionary dynamics of the molecular mechanisms underlying social development between solitary and eusocial species, we tested plant RNA and miRNAs on a non-social model insect, *Drosophila melanogaster*. Although there is no caste differentiation in *Drosophila*, there is evidence that molecular pathways involved in establishing caste dimorphism are also conserved in the individual development of *Drosophila* [6]. Thus, we investigated the mechanism underlying honeybee caste differentiation in *Drosophila* (Fig 3A).

**Fig 3:**
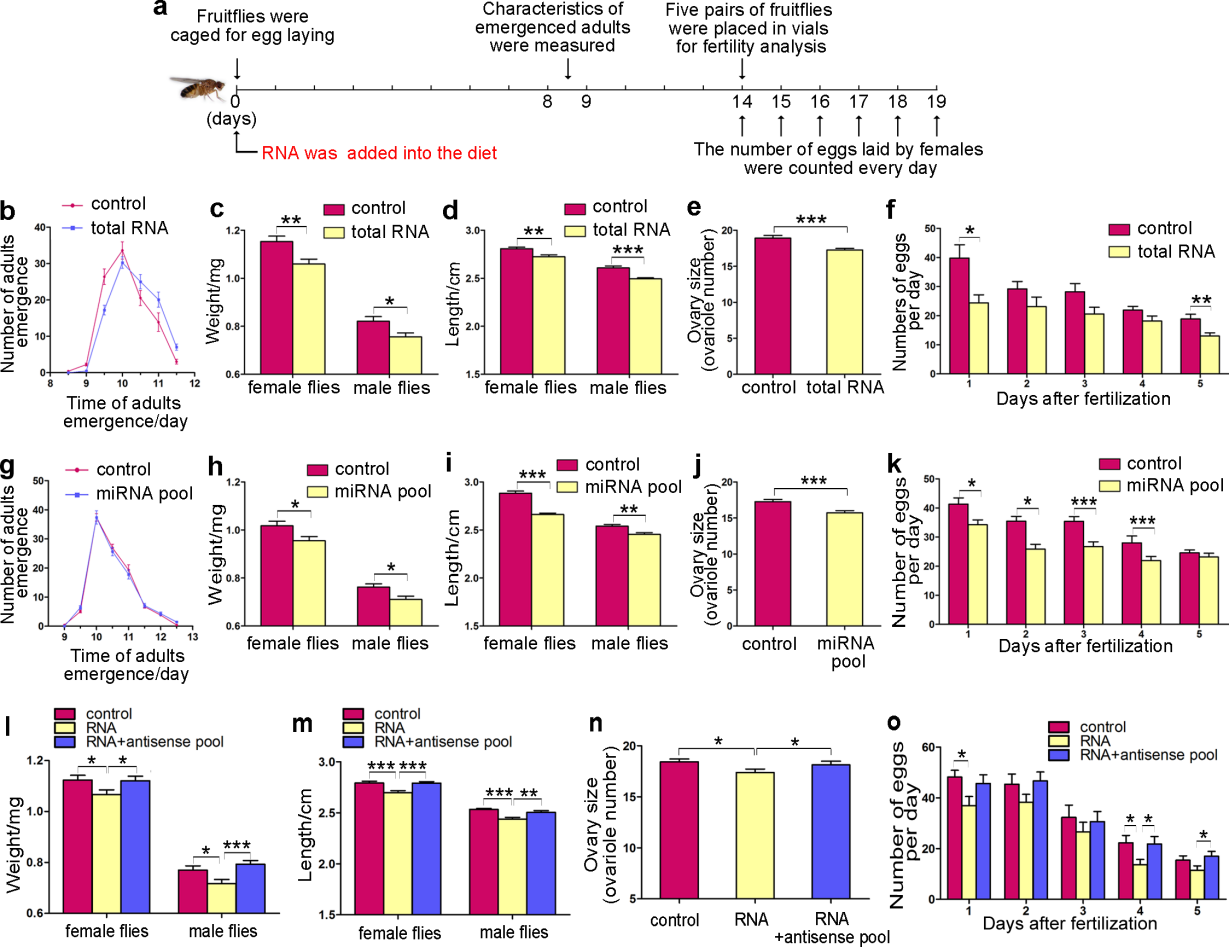
Effects of plant RNA and plant miRNA pool on *Drosophila* phenotypes. (**a**) Flow chart of the experimental design. (**b-f**) Developmental time (b), body weight (c), body length (d), ovary size (e) and fecundity (f) of *Drosophila* reared with control medium (equal volume of DEPC water added) or medium containing total pollen RNA (n = 25–35). Data are represented as the mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001, Student’s *t*-test. (**g-k**) Developmental time (g), body weight (h), body length (i), ovary size (j) and fecundity (k) of *Drosophila* reared with control medium or medium supplemented with the synthetic miRNA pool (n = 25–35). Data are represented as the mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001, Student’s *t*-test. (**l-o**) Body weight (l), body length (m), ovary size (n) and fecundity (o) of *Drosophila* reared with control medium or medium supplemented with pollen RNA or with pollen RNA plus a plant antisense miRNA pool (n = 25–35). Data are represented as the mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001, one-way ANOVA.

First, we ruled out the possibility that the residual chemicals from RNA isolation might block larval development as the mock group of *Drosophila* larvae fed the same chemical residues developed normally (S10 Fig). In accordance with the observation that the beebread mimic postpones queen differentiation in honeybees, *Drosophila* larvae reared with medium containing total pollen RNA had longer developmental times (p<0.0001), were smaller (7.83% lighter and 2.99% shorter in females, p = 0.0038 and p = 0.0014, respectively; 7.32% lighter and 4.33% shorter in males, p = 0.0144 and p<0.0001, respectively), had fewer ovarioles (1.6 fewer ovarioles, p = 0.0008) and showed reduced fecundity (a total of 28.04% eggs fewer) compared to those reared with the control medium (Fig 3B–3F). Similarly, plant miRNAs also accumulated in *Drosophila* larvae (S5D Fig). Subsequently, to narrow down the active components in plant RNA, small RNAs were enriched from total pollen RNA, and the effects of small RNAs on *Drosophila* phenotypes were examined in the same manner as described above. Small plant RNAs also delayed *Drosophila* development (p<0.0001) and reduced the final adult size (6.84% lighter and 3.45% shorter in females, p = 0.0002 and p = 0.0005, respectively; 7.50% lighter and 3.98% shorter in males, p = 0.0030 and p = 0.0010, respectively), ovary size (0.9 fewer ovarioles, p = 0.0288) and fecundity (25.13% eggs fewer) of *Drosophila* as effectively as total RNA (S11 Fig).

Similarly, when the miRNA pool was fed to developing *Drosophila* larvae, we observed an increase in plant miRNA levels (S5E Fig) and corresponding decreases in final adult size (5.88% lighter and 7.73% shorter in females, p = 0.0208 and p<0.0001, respectively; 6.82% lighter and 3.39% shorter in males, p = 0.0111 and p = 0.0013, respectively), ovary size (1.6 fewer ovarioles, p = 0.0004) and fecundity (19.96% eggs fewer) (Fig 3H–3K). However, developmental times did not change in *Drosophila* reared with medium containing the miRNA pool (p = 0.768) (Fig 3G). To determine the specificity of the inhibitory effects of plant miRNAs on *Drosophila* development and to exclude the possibility that the phenotypic changes were caused by components other than plant miRNAs, an miRNA antisense pool against the above-mentioned 16 miRNAs was synthesized and added to the *Drosophila* larval medium together with small pollen RNAs to abolish the function of these plant miRNAs. The inhibitory effects of plant RNAs on the adult size, ovary size and fecundity of *Drosophila* were completely reversed by the addition of the antisense pool to the larval diet (Fig 3L–3O).

Next, a similar miR162a binding site in the *Drosophila melanogaster* TOR (*dmTOR*) gene was identified (Fig 4A). When this binding site was fused into the luciferase reporter plasmid, miR162a also reduced luciferase activity (Fig 4B). However, when a point mutation was introduced into the miR162a binding site in the *dmTOR* gene, the mutated luciferase reporter was unaffected by miR162a (Fig 4B). The correlation between miR162a and *dmTOR* was further examined by evaluating dmTOR protein expression in *Drosophila* Schneider 2 cells (S2 cells) after the induction of miR162a. The expression of the dmTOR protein was significantly inhibited by miR162a in S2 cells (Fig 4C). We further performed a biotin-avidin pull-down assay to assess the direct binding of miR162a to *dmTOR* mRNA. miR162a was only enriched in the pull-down product precipitated by the anti-*dmTOR* probe and was undetectable in the products that were precipitated by a random probe or no probe (Fig 4D), suggesting that miR162a directly binds to *dmTOR* mRNA in S2 cells.

**Fig 4:**
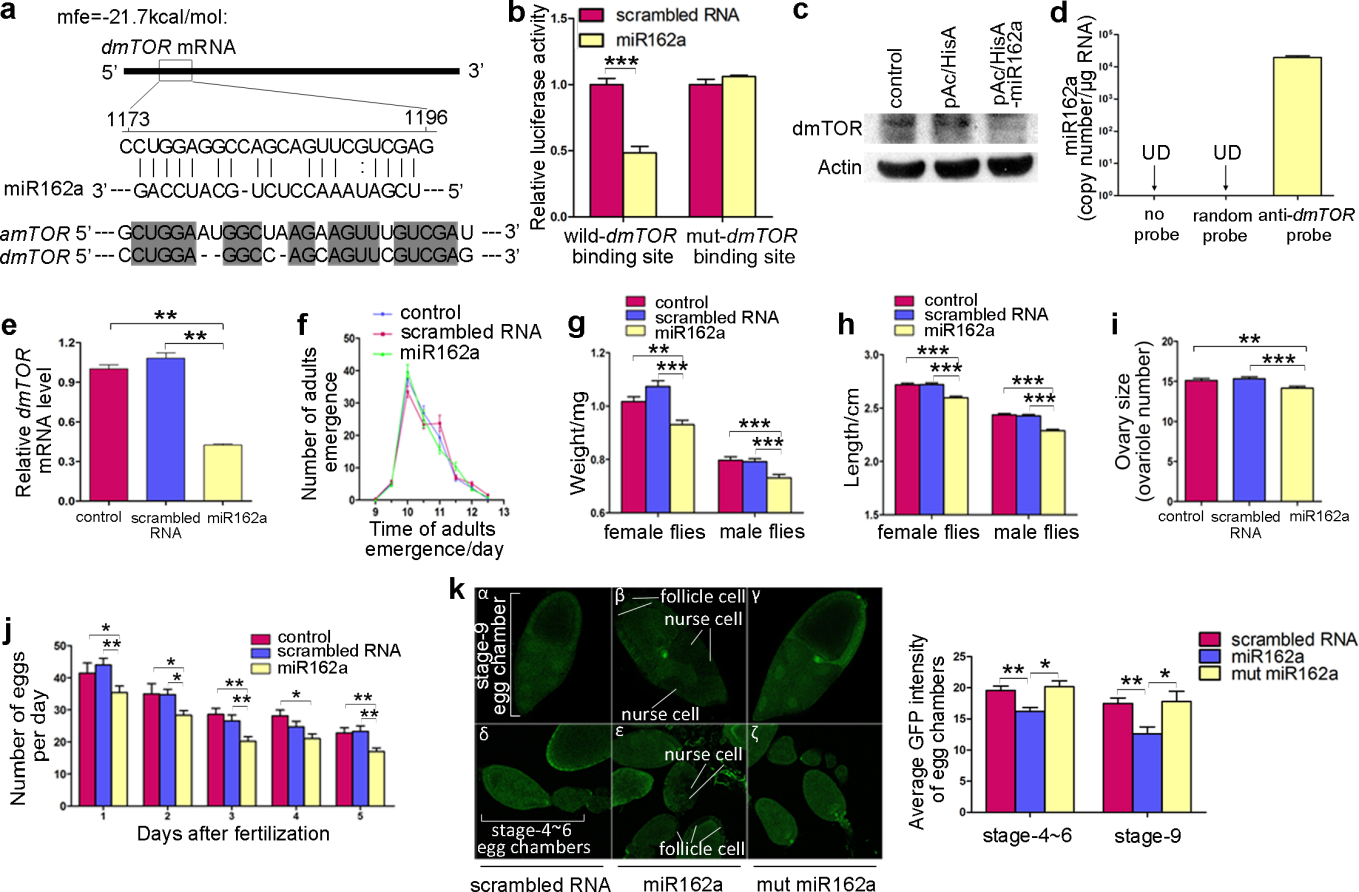
Effects of miR162a on *dmTOR* gene expression and *Drosophila* phenotypes. (**a**) Schematic illustration of the hypothetical duplex formed by the interaction between *dmTOR* (top) and miR162a (bottom) in *Drosophila*. The predicted free energy of the hybrid is indicated. The sequences in the binding site are highly conserved across honeybees and *Drosophila*. (**b**) Firefly luciferase reporters containing the potential binding site or a mutant binding site for miR162a in the *dmTOR* gene were co-transfected with scrambled RNA or miR162a into 293T cells. At 24 h post-transfection, cells were assayed using luciferase assay kits. Data are represented as the mean ± SEM. ***p < 0.001, Student’s *t*-test. (**c**) Western blotting analysis of the levels of dmTOR protein in control S2 cells or in S2 cells transfected with an empty pAc5.1 vector or with a pAc5.1 vector expressing miR162a. For the expression of miR162a, a fragment containing the miR162a sequence was cloned into the pAc5.1 vector. The image is a representative of three biological replicates. (**d**) The absolute levels of miR162a in the pull-down products precipitated by the anti-*dmTOR* probe, random probe or no probe were assessed via qRT-PCR. UD, undetectable. (**e**) qRT-PCR analysis of the levels of *dmTOR* mRNA in 3-day-old *Drosophila* larvae reared with control medium or medium supplemented with synthetic miR162a. Error bars represent SEM. **p < 0.01, one-way ANOVA. (**f-j**) Developmental time (f), body weight (g), body length (h), ovary size (i) and fecundity (j) of *Drosophila* reared with control medium or medium supplemented with synthetic scrambled RNA or miR162a (n = 25–35). Data are represented as the mean ± SEM. *p < 0.05; **p < 0.05; ***p < 0.001, one-way ANOVA. (**k**) Decrease in GFP levels in the egg chambers of pUbi-GFP-*dmTOR* transgenic *Drosophila* when miR162a was added to the larval diet. The miR162a binding sequence in the *dmTOR* gene was fused downstream of the GFP reporter gene in a pUbi-GFP expression vector, and a pUbi-GFP-*dmTOR* transgenic *Drosophila* line was created via embryo injection. Differences in GFP expression in nurse cells and follicle cells of stage-9 egg chambers (α-γ) or stage-4~6 egg chambers (δ-ζ) were observed when miR162a or mutant miR162a was added to the larval diet of the transgenic line, respectively. Left panel: representative images; Right panel: quantitative analysis (n = 12).

Moreover, *Drosophila* larvae reared with synthetic miR162a supplied in the medium showed increased whole-body accumulation of miR162a (S5F Fig) and reduced whole-body expression of *dmTOR* mRNA (Fig 4E). A similar reduction in *dmTOR* mRNA levels was observed in *Drosophila* reared with medium containing total pollen RNA or the synthetic miRNA pool (S9C and S9D Fig). Consequently, *Drosophila* reared with miR162a in the medium exhibited a decrease in body weight (8.82% and 8.75% lighter in females and males, p = 0.0013 and p = 0.0003, respectively), length (4.45% and 6.04% shorter in females and males, p<0.0001 and p<0.0001, respectively), ovary size (0.9 fewer ovarioles, p = 0.0050) and fecundity (21.79% eggs fewer) but had equal developmental times compared to the control larvae (p = 0.323) (Fig 4F–4J). In contrast, *Drosophila* larvae reared with the scrambled RNA in the medium showed no such phenotypes.

Finally, the correlation between miR162a and *dmTOR* was analysed using transgenic *Drosophila* expressing a GFP reporter transgene with an miR162a binding fragment of *dmTOR* inserted downstream. In association with the observed phenotype of reduced fecundity in *Drosophila* reared with miR162a in the medium (Fig 4J), decreased GFP levels in both nurse cells and follicle cells in the egg chambers were observed when miR162a was added into the larval diets of the transgenic line, while the addition of scrambled or seed-mutant miR162a mimics had no effect on GFP levels (Fig 4K). These results suggest that miR162a in larval food was sufficiently delivered to *Drosophila* ovaries and that it suppresses endogenous *dmTOR* expression.

## Discussion

Caste differentiation of honeybees is a complex developmental process influenced by genetic, epigenetic and environmental variations. The prevailing view is that the nutrients in royal jelly (primarily proteins, sugars and fatty acids) drive queen development [6, 10, 33, 34]. However, the active components that determine the developmental fate of honeybees remain elusive and even controversial [35]. Recent studies provide new insights into the relationship between epigenetic regulation and caste differentiation in insects [36–38]. In this study, we identified that plant miRNAs are significantly enriched in beebread and pollen and not in royal jelly. This striking difference prompted us to hypothesise that miRNAs, acting as important epigenetic regulators, may be transferred from the food of worker-destined larvae to their bodies and negatively regulate larval development; in contrast, miRNAs in the royal jelly are not sufficient to reach a functional level and to have biological relevance, therefore queen-destined larvae consuming royal jelly evade miRNA regulation. To test this hypothesis, we elucidated the effects of the plant RNAs and miRNAs that were enriched in beebread and pollen on honeybee phenotypes, and uncovered a previously unrecognized role for RNA as an environmental determinant of honeybee caste development. Furthermore, we investigated phenotypic changes in *Drosophila* caused by food supplemented with plant RNAs and miRNAs and observed larvae developing into adults with phenotypes similar to those of worker bees. We verified that these effects on the development of honeybees and *Drosophila* were caused by plant RNAs and specific miRNAs and excluded the possibility of a general effect of RNAs, because a synthetic scrambled RNAs added to the larval diet did not cause any phenotypic changes in honeybees or *Drosophila*. We also ruled out the possibility that the potentially toxic effects of chemical residues from the RNA isolation process caused the observed phenotypic changes in *Drosophila*, because a mock diet (H_2_O instead of pollen was processed for RNA isolation and added to the diet) with similar chemical residues had no effects on larval development. As a next step, we investigated whether honeybee development was regulated by variations in specific genes that are targeted by specific plant miRNAs. Mechanistic studies revealed that the blocking of the queen fate was, at least in part, due to *amTOR* knockdown by miR162a. Overall, our study revealed that the development of worker bee caste may be, at least in part, attributed to a previously uncharacterized effect executed by the transfer of enriched plant miRNAs in beebread and pollen to the young larvae.

The mobility of small RNA molecules (e.g., siRNA and miRNA) from one species to another is a newly discovered mechanism for the spread of gene-silencing signals and for facilitating cross-talk between different organisms, even between species of different kingdoms [39]. The cross-species transfer of small RNAs has been frequently reported to occur between interacting organisms: from bacteria to nematodes [40], from fungal pathogens to plants [14], from plants to pathogenic and symbiotic microbes [41–44], from plants to nematodes [45], and from plants to insects [46]. For example, transgenic plants engineered to produce siRNAs against essential pest genes are more resistant to pest attack [46]. In this study, we sought to broaden the understanding of the existence of small RNA transfer between representative species in the natural world: honeybees and plants. Our evidence indicates that ingested plant miRNAs affect gene expression and can reshape honeybee phenotypes, and it may provide additional support for the concept of horizontal small RNA transfer. We focused on the phenomenon of plant miRNA uptake and function but did not uncover a clear molecular mechanism accounting for the entrance and transfer of miRNAs within honeybees. We propose that systemic RNAi, which allows small RNAs to be transported across cellular boundaries and to spread throughout the whole body of insects [21, 22, 28], might be a possible transport mechanism. However, this mechanism, which is mediated through SID-1 transmembrane protein activity [47, 48], has only been intensively characterized in *C*. *elegans*. Whether SID-1 homologues are present in honeybees and play equivalent roles in small RNA transport requires further investigation. Another open question is how honeybees make use of the available dosage of plant miRNAs to control their development. In our experiments, the same amount of plant miRNAs as is found in natural beebread was used, and this dose produced similar effects to those seem in nature. It is largely unknown if honeybees possess an amplification pathway as is found in *C*. *elegans* [49] to allow a small amount of RNA taken up from the environment to generate abundant secondary RNAs and to trigger strong responses within the body. In addition, plant miRNAs tend to induce mRNA cleavage through perfect or near-perfect complementarity with their target sequences, while animal miRNAs generally cause translational repression through partial complementarity [11, 50–52]. The observation that miR162a decreased *amTOR* mRNA levels *in vivo* indicates that it behaves, at least in some ways, similarly to a plant miRNA. However, miR162a shows non-perfect complementarity with its target sequence, even with a G:U wobble in the seed region, indicating a regulatory action of animal miRNA. It is also unclear how plant miRNAs are incorporated into the honeybee’s Argonaute complexes. Because the ingested plant miRNAs should be mature single-stranded RNAs, it is not clear how these single-stranded small RNAs are loaded into Argonaute proteins to produce a functional miRNA form. Nevertheless, because miRNAs and other small RNAs have been frequently detected to be transported between species and hijack the RNAi machinery of host cells to exert biological functions [14, 40–44], it would be interesting to analyse the mode of action of plant miRNAs in honeybee cells. However, these questions are beyond the scope of this study.

Protocols have been developed for rearing honeybee since 1927 [53–55]. The diet of a mixture of fresh royal jelly, fructose, glucose, yeast extract and H_2_O has been proven to be the optimal food for honeybee larvae [56–58]. In this study, it should be noted that one direct test could be to feed honeybees with beebread in which plant miRNAs have been eliminated. In fact, we have attempted to rear honeybees with pollen or beebread supplemented with antisense miRNAs without royal jelly. Unfortunately, all of the larvae died during cultivation. This result is consistent with previous observations that royal jelly is indispensable for the rearing of honeybee larvae *in vitro* [54, 55, 59]. Alternatively, we added plant RNAs or miRNAs to the larval diet of honeybees, which can defer the queen bee fate even in the presence of royal jelly and therefore supports our arguments. In fact, queen development is not the default trajectory in honeybees and royal jelly is needed to act on the endocrine system to direct larvae differentiation into a queen fate. The pathways controlling body size, developmental duration and fertility are anyway downregulated in worker-destined larvae [22, 30, 31]. According to our study, we suggest that the negative effects of beebread and pollen on larval development may be a part of the causation. Additionally, lab-reared honeybees largely develop with intermediate characteristics between a worker and queen, i.e., with more ovarioles than natural worker bees [60]. This phenomenon implies that an essential ingredient may be missing from the larval diet used for *in vitro* cultivation that impairs the differentiation of worker bees. We suggest that the plant RNA enriched in natural beebread is a very likely candidate, although we cannot rule out other possibilities.

Caste development is a complex process that involves multiple regulatory factors. Although this study largely focused on how plant miRNAs negatively affect the development of honeybees, we do not claim that plant miRNAs are the sole factor regulating honeybee development, and thus, removing plant miRNAs alone is not sufficient to disrupt the development of all phenotypes related to caste differentiation. Likewise, we do not expect that plant miRNAs can completely reverse the developmental fate, i.e., turn worker into queen or queen into worker. It is worth noting that the inhibitory effects of plant miRNAs on honeybee development were gradually reduced from treatments with total pollen RNA to the miRNA pool and to only miR162a. For example, total pollen RNA prolonged the developmental time in honeybees and *Drosophila*, while miR162a did not. This phenomenon indicates that miR162a is not the sole active component, and other miRNAs, even larger RNAs, may also contribute to developmental regulation. Indeed, miR162a is only one of the multiple plant miRNAs enriched in beebread, and these miRNAs are only a portion of all classes of small RNAs, which themselves account for only a small fraction of total RNAs. Therefore, we propose that a single miRNA (i.e., miR162a) does not operate as an all-around regulator of caste development; instead, more plant RNA components likely function in a cooperative manner in the regulatory network leading to caste development. Similarly, the miR162a-*amTOR* pair is only one of the pathways that participate in this cross-kingdom regulation. The involvement of other regulatory pathways (e.g., those indicated in the bioinformatic analysis summarized in S7 Fig and S3 and S4 Tables) in honeybee development requires further investigation. In summary, the development of queens and workers is not determined by a single compound but, instead, is driven by the cooperation of multiple components in the larval food, which may include proteins, sugars, fatty acids and plant RNAs. However, why honeybees use such a sophisticated and intricate mechanism to regulate the queen-worker dimorphism is a fascinating question. For larvae that are destined to become queens, royal jelly is fed in copious amounts to drive the development of royal phenotypes. For worker-destined larvae, substantial quantities of plant miRNAs are absorbed when consuming beebread and pollen, thereby negatively influencing the larval development and inducing sterile worker bees. Reliance upon beebread and pollen as the exclusive food for sterile workers may have evolved in concert with the exploitation of plant miRNAs for caste regulation via a form of “RNAi castration”. The positive effects of royal jelly and the negative effects of beebread may maintain the stability of the colony’s social order and contribute to the survival of the colony in a coordinated manner. However, an opening question is raised regarding whether the plant miRNAs that reduce the development and fertility in honeybees and *Drosophila* have similar influences on solitary bees and bumblebees that would be exposed to the same plant miRNAs. Another opening question is about the widespread apicultural use of artificial pollen substitutes (commonly consist of protein sources derived from soy, wheat or lentils) in agricultural systems. Although the supplemental protein diets offset the poor nutritional conditions in honeybee colonies, long-term consumption of protein as the sole nutrition may compromise the ability of plant miRNAs to fine-tune honeybee development. Indeed, previous studies had explore the influence of natural pollen and artificial pollen substitutes on the cellular immunity, survival and parasite infection in honeybees and shown that the change from a natural to an artificial high nutritious diet in terms of protein content is not sufficient to promote healthy bees [61, 62]. If consumption of natural or artificial diets did produce varying levels of plant miRNAs in honeybees and impact the survival and breeding of honeybees deserves further investigation. Overall, our study uncovered a new layer of caste regulation in which plant RNAs are transmitted between species of different kingdoms, offering hints for understanding cross-kingdom interactions and co-evolution.

## Materials and methods

### Sample collection

The pollen used for this study was bee pollen, which are pollen pellets compressed and packed into corbicula on the outer surfaces of the hind legs after collection by forager bees. The pollen was separated using a specific collection device when bees come back to the comb. The royal jelly, honey, beebread and pollen were obtained in the cole or camellia flowering stage. All of the samples were stored at -80°C immediately after collection. Total RNA was extracted from royal jelly, honey, beebread and pollen using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). Small RNAs were extracted from royal jelly, honey, beebread and pollen using the MirVana Protein and RNA Isolation System (Ambion, Austin, TX, USA). Synthetic plant miRNA mimics and inhibitors and scrambled negative control RNAs were purchased from Invitrogen.

### Rearing of honeybee larvae under laboratory conditions

The diets (V.S. diet, D-1 diet and D-2 diet) for laboratory rearing of honeybee larvae have been described previously [22]. The V.S. diet for the first 3 days was as follows: 50% fresh royal jelly, 6% fructose, 6% glucose, 1% yeast extract and 37% dd-H_2_O. The D-1 diet for the next 2 days was as follows: 53% fresh royal jelly, 6% fructose, 6% glucose, 1% yeast extract and 34% dd-H_2_O. The D-2 diet for the following days and until pupation was as follows: 53% royal jelly, 7.8% fructose, 7.8% glucose, 1% yeast extract and 30.4% dd-H_2_O. A healthy colony was chosen for egg laying, and the queen was caged in an empty comb from 6:00–18:00. After 72 h, the hatched larvae were moved to 48-well plates, and total pollen RNA, small pollen RNAs, synthetic miRNA pool and synthetic miR162a were added to the diets. The detailed experimental procedure for preparation of the diets with added plant RNA (total pollen RNA, synthetic miRNA pool or synthetic miR162a) is shown in S12A Fig. DEPC-H_2_O was added to the diet as a control. The larvae were transferred to new plates with fresh diets every 12 h. The plates were kept in a crisper with 15.5% glycerine (90% relative humidity), and the crisper was placed in an incubator (33°C) during the larval period. Defecating larvae were transferred into new 24-well plates, and each well contained a piece of filter paper. The plates containing defecating larvae were kept in a crisper with a saturated sodium chloride solution (70% relative humidity), and the crisper was left in an incubator (33°C). Then, the newly emerged adults were collected, and their characteristics were measured. At the beginning, we moved 48 larvae into the plates for each group and generally got 25–30 emerged adults due to the mortality during *in vitro* rearing. The honeybee larvae cultivated in this laboratory conditions largely developed to intermediates with characteristics between a worker and queen. For example, they generally had ovarioles (30–80 ovarioles) more than natural worker bees (< 10 ovarioles) but less than queens (> 150 ovarioles).

### Rearing of *Drosophila*

A total of 20–30 pairs of *Drosophila* were caged in a tube containing ~15 mL of medium from 10:00–16:00 for egg laying (10–15 tubes for each experimental group). Total pollen RNA, small pollen RNAs, the synthetic miRNA pool and synthetic miR162a were added to the medium. The detailed experimental procedure for preparation of the medium with added plant RNA (total pollen RNA, small pollen RNAs, synthetic miRNA pool or synthetic miR162a) is shown in S12B Fig. DEPC-H_2_O was added to the medium as a control. Approximately 8–9 days later, newly enclosed adults were collected, and their characteristics were measured. We generally got 25–35 enclosed adults at this stage. On day 5 after eclosion, 5 pairs of *Drosophila* were placed in a custom tube for fertility analyses (10–15 tubes for each experimental group). The eggs that were laid by the 5 pairs of *Drosophila* were counted every day for 5 days. The culture environments for each parallel test were carefully controlled, and we only compared results obtained in the same parallel test, which excludes confounding environmental factors that may otherwise affect experimental results.

### Illumina deep-sequencing

The sequencing procedure was conducted as previously described [15]. Briefly, fresh samples of royal jelly, honey, beebread and pollen were collected from colonies of Italian honeybees. Total RNA was extracted from 10 g of these samples using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Then, equal amounts of total RNA were analysed using Illumina deep-sequencing technology, and the sequencing procedure was performed by BGI (Shenzhen, China). After masking the adaptor sequences from the raw data and removing short and low-quality reads, a total of 9,548,986, 13,683,503, 9,559,836 and 9,561,153 reads from royal jelly, honey, beebread and pollen of cole and 8,996,733, 12,160,200, 15,237,283 and 16,690,115 reads from royal jelly, honey, beebread and pollen of camellia were obtained, respectively. The clean reads were aligned to the transcript sequences using bowtie 1.1.2 (http://bowtie-bio.sourceforge.net) with perfect match. Transcript sequences of *Apis mellifera* (assembly Amel_4.5) and *Brassica napus* (assembly Brassica_napus_assembly_1.0) were downloaded from the NCBI genome database (https://www.ncbi.nlm.nih.gov/genome). Clean reads were also compared to the known miRNA precursors in the miRBase database 21.0 based on the Smith-Waterman algorithm. Only candidates with no mismatches and no more than 2 shifts were counted as miRNA matches. For normalization, the total sequencing frequency of each sample was normalized to 10,000,000. Data for Illumina deep-sequencing have been deposited at GEO with the accession code GSE76286 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=yrevmigijrynjsl&acc=GSE76286).

### qRT-PCR

To determine the plant miRNA levels in honeybee larval food, total RNA was extracted from royal jelly, honey, beebread and pollen using Trizol Reagent (Invitrogen) according to the manufacturer’s instructions. To determine the *amTOR*, *dmTOR* and miR162a levels in honeybees or *Drosophila*, newly emergence adults were collected, and total RNA was extracted using Trizol Reagent (Invitrogen).

Assays to quantify mature miRNAs were performed using TaqMan miRNA probes (Applied Biosystems, Foster City, CA) according to the manufacturer’s instructions. Briefly, 1 μg of total RNA was reverse-transcribed to cDNA using AMV reverse transcriptase (TaKaRa, Dalian, China) and a stem-loop RT primer (Applied Biosystems). The following reaction conditions were used: 16°C for 30 min, 42°C for 30 min, and 85°C for 5 min. Real-time PCR was performed using a TaqMan PCR kit on an Applied Biosystems 7500 Sequence Detection System (Applied Biosystems). The reactions were incubated in a 96-well optical plate at 95°C for 5 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. All of the reactions were run in triplicate. After the reactions, cycle threshold (C_T_) values were determined using fixed threshold settings, and the mean C_T_ of triplicate PCRs was determined. To calculate the absolute expression levels of the target miRNAs, a series of synthetic miRNA oligonucleotides at known concentrations were reverse transcribed and amplified. The absolute amount of each miRNA was then calculated in reference to the standard curve. For cross-sample comparisons of miRNAs in royal jelly, honey, beebread and pollen, miRNA levels were normalized to the total amounts of RNA or to the total mass of the samples.

To quantify *amTOR* and *dmTOR* mRNA, 1 μg of total RNA was reverse-transcribed to cDNA using a specific reverse primer and AMV reverse transcriptase (TaKaRa) under the following conditions: 16°C for 15 min, 42°C for 60 min, and 85°C for 5 min. Subsequently, real-time PCR was performed using the RT product, SYBR Premix Ex Taq (Takara, Dalian, China) and specific primers for *amTOR* and *dmTOR*. The primers that were used in this study were as follows: *amTOR*-forward, 5’-TTGGTTGGGTACCGCATTGT-3’; *amTOR*-reverse, 5’-AACCTGGGGCCATTCTTAGC-3’; *dmTOR*-forward, 5’-CTCTTACATGAATCCGATCCTCA-3’; and *dmTOR*-reverse, 5’-CGGAGCCTCCATTAACCT-3’. The reactions were incubated at 95°C for 5 min, followed by 40 cycles at 95°C for 15 sec, 55°C for 30 sec, and 72°C for 30 sec. After the reactions were complete, C_T_ values were determined using fixed threshold settings. The relative amounts of *amTOR* and *dmTOR* were normalized to *amActin* and *dmActin*, respectively. The primers for *amActin* and *dmActin* were as follows: *amActin*-forward, 5’-TGCCAACACTGTCCTTTCTG-3’; *amActin*-reverse, 5’-AGAATTGACCCACCAATCCA-3’; *dmActin*-forward, 5’-CGCGATTTGACCGACTACCT-3’; and *dmActin*-reverse 5’-TTGATGTCACGGACGATTTCA-3’.

### Northern blotting analysis

Small RNAs were extracted from royal jelly, honey, beebread and pollen using the MirVana Protein and RNA Isolation System (Ambion, Austin, TX, USA). The northern blot analysis was carried out using miRCURY LNA microRNA Detection Probes with DIG-labelling (Exiqon, Woburn, MA, USA) and a DIG luminescence detection kit (Roche, Indianapolis, IN, USA) according to the manufacturer’s instructions. Briefly, samples of small RNAs (15 μg) and synthesized size markers (Invitrogen) were added to Gel Loading Buffer II (Ambion) and denatured at 95°C for 5 min. A 15% TBE-urea gel was pre-run at 250 V for 60 min, and the samples and size markers were added to the gel and run at 250 V until the bromophenol blue (BPB) from the loading solution reached approximately 1 cm above the bottom of the gel. Generally, BPB and cyanol from the loading solution run at approximately 15 bases and 60 bases, respectively. RNA was then transferred onto a nylon membrane (Hybond N+, Amersham Biosciences) via electroblotting at 250 mA in 0.5× TBE (Tris-borate-EDTA) buffer for 1 h. After UV-crosslinking at 1200 mJ, a prehybridization step was performed by incubating the membrane with 40 mL of ULTRAhyb-Oligo solution (Ambion) pre-heated to 50°C. Prehybridization was performed for 30 min at 50°C in a standard rotating hybridization oven. DIG-labelled LNA probes were hybridized to the membranes overnight at 50°C with slow rotation. The next day, the membrane was washed twice for 15 min each in NorthernMax Low-Stringency wash solution no. 1 (Ambion) at 50°C, briefly rinsed for 10 min with Washing Buffer from the DIG wash and Block Buffer Set (Roche), blocked for 30 min in 1× Blocking Solution (Roche), incubated for 30 min in antibody solution (anti-DIG-AP 1:10,000 in 1× Blocking solution, Roche), washed twice for 15 min each with Washing Buffer and incubated for 2–5 min with 1× Detection Buffer (Roche). Then, the membrane was incubated with CSPD, the chemiluminescent substrate for alkaline phosphatase (Roche) and exposed to Amersham Hyperfilm ECL (GE Healthcare Life Sciences, Piscataway, NJ) following the instructions of the DIG Luminescent Detection Kit (Roche).

### Target prediction and GO analysis

Sequence information of honeybee mRNAs was collected from the NCBI database. Two bioinformatic algorithms, RNAhybrid and miRanda [63, 64], were used in combination to scan honeybee mRNAs for potential binding sites for plant miRNAs. The gene lists generated by miRNA target prediction were assigned to orthology groups with *Drosophila melanogaster* genes on the basis of BLAST match, and GO terms were assigned to bee genes based on annotation of *Drosophila* genes. GO functional terms and *Drosophila* gene GO annotations were downloaded from the GO database. Counts of genes in specific categories were performed by using PANTHER, a gene functional classification tool. χ2 tests were performed in R, and differences were considered statistically significant at p < 0.05. Cytoscape was used to build the GO network associations.

### Cell line, plasmid construction and transfection

We utilized the processing machinery of pri-dme-mir-184 to express miR162 in *Drosophila* S2 cells. The S2 cell line was cultured at 28°C with Schneider’s *Drosophila* medium containing 10% heat-inactivated FBS. 

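The tables of the cole and camellia libraries list miR162a with the mature sequence UCGAUAAACCUCUGCAUCCAG, of 21 nucleotides. The sequence that the paper gives for the insertion, TCGATAAACCTCTGCATCCAG, is identical to it when written as RNA.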

The miR162a sequence was substituted into a 300-bp pri-dme-mir-184 backbone with structurally conserved nucleotide changes to maintain pairing. The 300-bp pri-dme-mir-184 was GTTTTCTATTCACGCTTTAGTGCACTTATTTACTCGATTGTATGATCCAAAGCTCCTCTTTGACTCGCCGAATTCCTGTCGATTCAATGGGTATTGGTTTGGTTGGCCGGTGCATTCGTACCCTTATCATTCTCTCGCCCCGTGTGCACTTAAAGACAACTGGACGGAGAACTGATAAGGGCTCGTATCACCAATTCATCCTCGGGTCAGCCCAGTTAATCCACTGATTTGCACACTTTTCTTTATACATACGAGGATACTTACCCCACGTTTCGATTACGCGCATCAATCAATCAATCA, and the underlined parts were replaced with TCGATAAACCTCTGCATCCAG and AATGAATGAGAGGCTTTATCGA, respectively. The 300-bp fragment containing the miR162a sequence was synthesized directly and cloned into a pAc5.1 vector. Cultured cells were prepared for transfection by seeding 1×106 cells/mL in a 24-well plate. After culturing the cells for 12–18 h, transfection was performed with Effectene transfection reagent (Qiagen, Valencia, CA, USA). The transfection mixture per well contained 6 μL of Effectene reagent only, 6 μL of Effectene reagent and 0.3 μg of miR162a expressing plasmids, or 6 μL of Effectene reagent and 0.3 μg of pAc5.1 vectors without any insert. The cells were collected 48 h after transfection and used for western blotting analysis.

### Western blotting analysis

Plasmids expressing miR162a were transfected into S2 cells using Effectene (Qiagen) according to the manufacturer’s instructions. The cells were lysed in RIPA buffer (0.5% NP-40, 0.1% sodium deoxycholate, 150 mM NaCl, 50 mM Tris-HCl (pH 7.5)). The lysates were resolved via 6% SDS-PAGE (for the dmTOR protein) or 10% SDS-PAGE (for internal control GAPDH protein), transferred to a PVDF membrane (Millipore, Bedford, MA, USA) and probed with anti-dmTOR or anti-GAPDH antibodies (Santa Cruz Biotechnology, CA, USA). Anti-dmTOR antibodies were polyclonal antibodies that were custom-made by GenScript USA Inc. (Nanjing, China). The epitope was predicted using the GenScript OptimumAntigen design tool, and the peptide antigen was then synthesized. After the coupling reaction and mixing with complete adjuvant, the coupled antigen was used once for a subcutaneous injection. The host strain was a New Zealand rabbit. Then, the coupled antigen was mixed with incomplete adjuvant and injected into the rabbit. Subsequently, serum was taken from the immunized rabbit, and the antibody was purified.

### Pull-down assay

A DNA probe complementary to *dmTOR* was synthesized with 5’ and 3’ terminal biotin labels. The probe was dissolved in a wash/binding buffer (0.5 M NaCl; 20 mM Tris-HCl, pH 7.5; 1 mM EDTA) to a concentration of 8 pmol/μL. Then, the probe was incubated with streptavidin magnetic beads (New England Biolabs) at room temperature for 1 h with occasional agitation. After incubation, the probe-coated beads were washed twice and captured with a magnet to remove the supernatant. The total RNA that was extracted from miR162a-transfected S2 cells (50~100 μg) was pretreated with DNaseI and then heated at 65°C for 5 min, followed immediately by an ice bath. Then, the RNA was incubated with the prepared probe-coated beads at 37°C for 3 h with occasional agitation, and the beads were washed twice with wash/binding buffer and once with a cold low-salt buffer (0.15 M NaCl; 20 mM Tris-HCl, pH 7.5; 1 mM EDTA). After each wash, a magnet was applied to the tube, and the supernatant was removed. Finally, the RNA was eluted from the probe-coated streptavidin beads with Elution Buffer (10 mM Tris-HCl, pH 7.5; 1 mM EDTA) prewarmed to 90°C and then analysed via qRT-PCR. The following probe sequences were used: anti-*dmTOR* pull-down probe 5’-CTAGAGCCCAAGTCTGCATTGAA-3’ and random pull-down probe 5’-GGCAGCTAACCTATATGACATGC-3’.

### *Drosophila* genetics, immunohistochemistry and microscopy

*Drosophila* were cultured following standard procedures at 25°C except for the transgenic lines, which were cultured at 29°C. Strain w^1118^ was obtained from the Bloomington *Drosophila* Stock Center. To generate the transgenic line, the miR162a binding sequence in the *dmTOR* gene was cloned into a pUbi-GFP expression vector, and the pUbi-GFP-*dmTOR* transgenic line was obtained via embryo injection according to standard procedures. After miR162a or mutant miR162a was added to the larval diets of the transgenic *Drosophila*, the ovaries of transgenic *Drosophila* were dissected in PBS and then fixed in a devitellinizing buffer (100 μl, 7% formaldehyde) and heptane (600 μl) mixture for 10 minutes. After 3 washes in PBS for 10 min each, ovaries were incubated in blocking solution (PBT, 10% goat serum) for 30 min. GFP levels were observed and compared between different groups.

### Statistical analysis

The analyses were performed using IBM SPSS Statistics 19. One-way ANOVAs and two-tailed Student’s *t*-tests were used for the analyses. The data are presented as the means ± SEM of at least three independent experiments, and differences were considered statistically significant at p < 0.05.

## Supporting information

S1 Fig The distribution of small RNAs of various lengths (9–33 bp). RNA was extracted from royal jelly, honey, beebread and pollen collected during the cole (*Brassica campestris*) flowering stage and analysed using Illumina deep-sequencing technology.
(TIF) Click here for additional data file.

S2 Fig Comparison of the levels of plant and animal miRNAs in royal jelly, honey, beebread and pollen. (**a**) Comparison of the levels (sequencing reads) of plant and animal miRNAs between royal jelly and beebread and between pollen and beebread collected during the cole (*Brassica campestris*) flowering stage. (**b**) Comparison of the levels (sequencing reads) of plant and animal miRNAs between royal jelly and beebread and between pollen and beebread collected during the camellia (*Camellia japonica*) flowering stage. (**c**) The absolute levels of 16 representative plant miRNAs in royal jelly and beebread as detected via qRT-PCR. miRNA levels were normalized to the total amounts of RNA or the mass of the samples. Data are represented as the mean ± SEM.
(TIF) Click here for additional data file.

S3 Fig Increase in representative plant miRNAs in the diets that were supplemented with pollen RNA. To make the beebread mimic, total pollen RNA was purified from 1 g of pollen and added to 10 g of larval diet. Plant miRNAs were generally present in beebread mimic in a similar range of concentration (same order of magnitude) as those in beebread.
(TIF) Click here for additional data file.

S4 Fig Effects of plant RNA on the development and survival of honeybee larvae. (**a**) Representative images showing the body size of 3.5-day-old larvae reared with control diets or 0.5-, 1- or 2-fold of beebread mimic. (**b**) Survival rate of developing larvae reared with control diets or 0.5-, 1- or 2-fold of beebread mimic.
(TIF) Click here for additional data file.

S5 Fig Increase in representative plant miRNAs in honeybees and *Drosophila* that received a diet containing plant miRNAs. (**a-c**) qRT-PCR analysis of the levels of 16 representative plant miRNAs or miR162a in 4^th^ instar honeybee larvae reared with the control diet or diets supplemented with total pollen RNA (a), the synthetic miRNA pool (b) or synthetic miR162a (c). (**d-f**) qRT-PCR analysis of the levels of 16 representative plant miRNAs or miR162a in 3-day-old *Drosophila* larvae reared with control medium or medium supplemented with total pollen RNA (d), the synthetic miRNA pool (e) or synthetic miR162a (f).
(TIF) Click here for additional data file.

S6 Fig Representative images showing the body size of 3.5-day-old larvae (a) and newly emerged adults (b) reared with the control diet or beebread mimic.
(TIF) Click here for additional data file.

S7 Fig Enrichment of genes belonging to common functional categories. A list of orthologous genes of honeybee and Drosophila was examined for significant associations with specific GO functional categories based on the annotation of Drosophila genes. The circle size and color represents the p-value of GO terms. Genes in large and red circles have relatively lower p-values than genes in small and yellow circles.
(TIF) Click here for additional data file.

S8 Fig Identification of plant miRNAs that can target *amTOR* via luciferase reporter screening. Firefly luciferase reporters containing the potential binding sites for plant miRNAs in the *amTOR* gene were co-transfected with scrambled RNA or plant miRNAs into 293T cells. At 24 h post-transfection, cells were assayed using luciferase assay kits. Data are represented as the mean ± SEM. **p < 0.01, Student’s *t*-test.
(TIF) Click here for additional data file.

S9 Fig Decrease of *amTOR* mRNA in honeybees and *dmTOR* mRNA in *Drosophila* that received a diet containing plant miRNAs. (**a-b**) qRT-PCR analysis of the levels of *amTOR* mRNA in 4^th^ instar honeybee larvae reared with control diets or diets supplemented with total pollen RNA (a) or the synthetic miRNA pool (b). Error bars represent SEM. *p < 0.05; ***p < 0.001, Student’s t test or one-way ANOVA. (**c-d**) qRT-PCR analysis of the levels of *dmTOR* mRNA in 3-day-old *Drosophila* larvae reared with control medium or medium supplemented with total pollen RNA (c) or the synthetic miRNA pool (d). Error bars represent SEM. ***p < 0.001, Student’s *t* test.
(TIF) Click here for additional data file.

S10 Fig Exclusion of the possibility that the potential remaining chemical regents left after RNA isolation caused the observed phenotypic changes in *Drosophila*. H_2_O instead of pollen was processed for RNA isolation and added to the diet as a mock control. Developmental time (a), body weight (b) and ovary size (c) of *Drosophila* that were reared with control medium or mock medium (n = 25–30). Error bars represent SEM. Student’s *t* test.
(TIF) Click here for additional data file.

S11 Fig Effects of small plant RNA on *Drosophila* phenotypes. Developmental time (a), body weight (b), body length (c), ovary size (d) and fecundity (e) of *Drosophila* reared with control medium or medium containing small pollen RNA (n = 25–35). Error bars represent SEM. *p < 0.01; **p < 0.05; ***p < 0.001, Student’s *t* test.
(TIF) Click here for additional data file.

S12 Fig The detailed experimental procedure for preparation of the diets for honeybee (a) and *Drosophila* (b).
(TIF) Click here for additional data file.

S1 Table Data for Illumina deep-sequencing of royal jelly, honey, pollen and beebread collected during *Brassica campestris* flowering stage. (PDF) Click here for additional data file.

S2 Table Data for Illumina deep-sequencing of royal jelly, honey, pollen and beebread collected during *Camellia japonica* flowering stage. (PDF) Click here for additional data file.

S3 Table Functional analysis of gene lists using GO terms. A list of orthologous genes of honeybee and Drosophila was examined for significant associations with specific GO functional categories based on the annotation of Drosophila genes. Among the 10 top-ranked GO categories, 6 are directly related to development process. As a control, none of the irrelevant GO process is related to development process.
(PDF) Click here for additional data file.

S4 Table Potential target genes for individual plant miRNAs. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

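Small RNA libraries of royal jelly, honey, beebread and pollen collected in the cole and camellia flowering stages were analysed, 8 libraries in all with 1 per food and stage. The authors removed adaptor, short and low-quality reads, compared the clean reads with miRNA precursors and deposited, for each annotated miRNA, a score, namely the reads normalized to 10000000 per library as whole numbers. The deposited scores were read as they stand, and the summary rows at the foot of the camellia table were left out. The normalization is stated in the methods and was checked by asking which whole numbers can arise by rounding reads scaled from the stated clean reads. In the cole royal jelly library 2 distinct values, in cole pollen 1 and in camellia royal jelly 4 could not. By truncation, 1 in cole beebread, 1 in cole pollen and 3 in camellia royal jelly could not, so the values were also analysed as unscaled reads. The check can fail only where the clean reads are below 10000000. It could not fail for cole honey or for camellia honey, beebread and pollen.

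The sample labels and the paper gave the food and flowering stage of every library. The clean reads ranged from 8996733 to 16690115. Values were multiplied back to clean reads to obtain 95% intervals for values (Wilson's binomial interval) and ratios (the log ratio of 2 Poisson counts). These cover counting error only. The 95% interval of a correlation is by Fisher's z from the number of miRNAs. It treats miRNAs as independent and does not cover counting error. The floor of each library is the value of 3 reads before rounding to a whole number. A fold against a value at or under the floor was computed against the floor. With 1 library per food and stage there is no replicate error, so no p-value is given for a difference between foods, and the intervals describe these libraries.

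Names beginning with the thale cress or rice prefix were treated as plant miRNAs and all animal prefixes as bee miRNAs. Library totals, the number of miRNAs detected at a value of at least 1, ranks within a library, and Pearson's r of log10(value + 1) with Spearman's rho were computed. miRNAs named in the text are the 16 that the paper calls representative, the other miRNAs it names, the 3 bee miRNAs highest in royal jelly in each stage, and the plant miRNAs outside the 16 among the 5 highest in beebread or pollen. Other miRNAs were singled out after their values were seen (miR-1, miR400, miR528 and miR157d). Cole and camellia miRNAs were matched by exact name without species prefix for the counts of shared miRNAs, and by mature sequence for the correlation. The matching for the correlation was not fixed before the data were examined.

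Alternatives set before the data were examined were another scaling, shares of annotated miRNA reads, totals without miR156a, the highest member of each miRNA family, minimum values of 3 and 10, a 2-fold minimum, intervals that do not overlap, linear values, Spearman's rho, a pseudocount of 10, miRNAs detected in both libraries, and plant miRNAs alone. Alternatives added later were values taken as unscaled reads, honeybee-prefixed names alone, names differing by at most 3 bases at their ends counted once, totals without miR166a, matching by mature sequence, and linear values of plant miRNAs alone. The ratio intervals were tested on simulated data, where they covered the simulated fold in 95.8% of 191 draws. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The length distributions, other classes of small RNA, qRT-PCR, northern blots, feeding and fly experiments were not analysed here.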

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

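All tests of explanations in this part were chosen after the values were seen. No difference between flowering stages was tested against replicates, since each food has 1 library per stage.

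The balance of plant and bee miRNA reads pointed in opposite directions in the 2 flowering stages in royal jelly and honey, but not in beebread and pollen. In royal jelly the plant total was 3.27 times the bee total in the cole stage and 0.0032 times in the camellia stage, and in honey 64.7 times and 0.677 times. In beebread it was 472 times and 30.7 times, and in pollen 1047 times and 36.0 times. The difference was not tested. Counting names that differ only at their ends once left the camellia ratio at 0.0033 in royal jelly and 0.697 in honey. Leaving out the 3 highest bee miRNAs gave 0.0070 in royal jelly and 1.63 in honey. Since no plant miRNA was left out, the ratio can only rise, so these 3 miRNAs do not account for the reversal in royal jelly, and for honey the value does not decide the question. The clean reads of the 2 stages differ 1.06-fold for royal jelly and 1.13-fold for honey, but a ratio within a library does not change with its scaling, so this decides nothing. A mislabelled sample and a difference between sequencing batches were not tested, and flowering stage cannot be told apart from these with 1 library each.

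For 7 of the 16 representative miRNAs, beebread was above honey in the cole stage and below it in the camellia stage, outside the 95% intervals in both. The log2 ratios of beebread to honey, on value + 1, went from 2.49 to -0.55 for miR156a and from 6.22 to -10.64 for miR158a. They went from 0.96 to -2.94 for miR160a, from 0.60 to -0.88 for miR167a and from 1.95 to -5.13 for miR172c. For miR172c, whose value in camellia beebread was 0, the camellia ratio was -4.11 against the floor. For miR403 they went from 3.53 to -0.90 and for miR845a from 3.67 to -7.27. The difference between stages was not tested. Multiplying the values back to clean reads raises beebread 1.25-fold against honey. The smallest of the 7 differences in the deposited values was 1.47-fold, so all 7 kept beebread below honey. This was foreseeable from the values by which the 7 were picked, so it is not a separate test of the scaling of the honey library, and no other explanation was tested for the whole group.

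Several plant miRNAs had a value of at least 100 in a single library that was more than 10 times that in the other foods of the stage, which the paper does not discuss. In camellia honey miR158a had a value of 6393, against at most 4 in the other camellia foods, and miR845a had 927 against at most 11. The excess of miR158a was 1598-fold. Clean reads differ at most 1.86-fold, so a rescaling could not account for any miRNA singled out in this way and tests nothing here. Carry-over from a cole library would bring miR156a with it, at no less than 1.58 times miR158a as in cole beebread, and the ratio in camellia honey was 0.186. Nectar or pollen of other plants could be a source. Leaving out miR158a and miR845a, 11 sequences had a value of at least 10 in cole beebread and at most 5 in camellia beebread and pollen. Of these, 5 were detected at 3 or more in camellia honey. Of the 97 other sequences with at most 5 in camellia beebread and pollen, 18 were (Fisher's exact test, two-sided p = 0.054). Sequences not listed for the camellia libraries were counted as not detected, such as miR400 and miR169a among the 11 and miR169b among the others. The p-value depends on that choice, so the test does not decide the question.

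In cole honey miR528 had a value of 723, against at most 2 in the other cole foods. Its excess, 230-fold against the floor, was what singled it out. The 1.43-fold range of clean reads could therefore not account for it in any case. A grass in the honey could be a source, since the name is from rice. A rice name alone does not point to a grass in honey, since rice-named miR156k had 1711 in cole pollen and 32 in cole honey. Without miR528, 16 of 30 rice-named and 13 of 55 thale-cress-named sequences were highest in honey (Fisher's exact test, two-sided p = 0.0084), but the honey library has the most clean reads and low values are favoured there. Among sequences with a value of at least 10 the numbers were 3 of 9 and 5 of 31 (Fisher's exact test, two-sided p = 0.348). The names do not mark the source plant and related sequences are not independent, so neither test can decide, and the question stays open. miR400 had a value of 704 in cole beebread, 13.5 times the next food, and miR157d had 110 in camellia pollen, 15.7 times the next food. No explanation was tested for them.

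In the cole libraries let-7 and miR-1 were listed under nematode names, with values of 573 and 66 in beebread and 523 and 93 in pollen, and the paper counts them with the bee miRNAs. The nematode-named let-7 was 8.84 times the bee-named let-7 in royal jelly, 9.88 in beebread and 8.30 in pollen, with overlapping 95% intervals, but 1.20 in honey, an 8.23-fold range over the 4 libraries. The sequences of the 2 let-7 names differ only at their ends. A second name for the same bee reads could give the constant multiple in 3 libraries and leaves the honey library unaccounted for. The miR-1 sequences differ in their last bases, UA under the nematode name and GAG under the bee name. A full-length read of either would mismatch the other, and the paper counted only matches without mismatches. For miR-1 the multiple ranged from 0.0050 in honey, computed against the floor, to 11.6 in pollen. The nematode name had a value of 2 in honey, where 3 reads give 2.19 before rounding, so it was at the floor. The range was 2344-fold against the floor, which is not a fixed multiple. A common source adding let-7 to royal jelly, beebread and pollen at a similar level is another candidate explanation. The nematode-named let-7 varied 1.15-fold over these foods, while miR-275 varied 271-fold against the floor. The near-constant values prompted the question and there are no replicates, so this cannot be decided. Honey had 1.43 times the clean reads of the next cole library, and whether it was sequenced separately is not known, so a batch difference cannot be told apart either.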

How the results depend on the processing

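Each alternative changed 1 choice, except linear values without miR156a and linear values over plant miRNAs alone, which changed both the scale and the miRNAs. For totals and correlations, a change means a value outside the 95% interval of the main value, and for counts a change of more than 1.5 times. The interval of a correlation treats miRNAs as independent, so there it is a working limit and not a test. A change of sign was counted apart, even inside the interval. In all, 37 alternative values of the main comparisons stayed within these limits with the same sign, 41 moved beyond them and 3 changed sign. The cause was not tested for any change below, though the ratios of shares of totals follow from the library totals by arithmetic. No paired analysis was possible because there is 1 library per food and stage.

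Plant reads were already 3.27 times bee reads in cole royal jelly, so a ratio of plant shares to that library cannot be far above 1. The ratio of plant miRNA reads in beebread to royal jelly, 47.2 in the cole stage, was 1.30 as a share of annotated miRNA reads, 49.0 without miR156a and 49.2 with the highest member of each family. In the camellia stage, at 132, it was 224 with values multiplied back to clean reads, 299 as a share, and, among alternatives chosen after seeing the data, 96.6 without miR166a and 78.2 with values taken as unscaled reads. The ratio of bee miRNA reads in royal jelly to beebread, 3.06 in the cole stage, was 110.8 as a share and 16.7 over honeybee-prefixed names, the latter chosen after seeing the data. In the camellia stage, at 71.4, it was 42.2 with values multiplied back, 31.6 as a share and 77.6 by family, and with alternatives chosen after seeing the data 120.9 for unscaled reads, 76.3 for honeybee-prefixed names and 75.2 with names that differ only at their ends counted once. All of these ratios stayed above 1.

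The count of plant miRNAs higher in both beebread and pollen than in both royal jelly and honey, 22 in the cole stage, was 2 on shares of annotated miRNA reads and 14 with a 2-fold minimum. In the camellia stage, at 44, it was 29 among miRNAs with a value of at least 10 and 18 outside the 95% intervals. The counts of representative miRNAs above royal jelly and among the highest in beebread or pollen stayed within 1.5 times under every alternative run for them.

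The number of plant miRNAs shared by cole and camellia beebread, 13 by exact name, was 8 at a minimum of 3, 3 at a minimum of 10, 22 by family and 36 by mature sequence. The number of representative miRNAs in camellia beebread, 3 by exact name, was 1 at a minimum of 10, 15 by family and 13 by mature sequence. Matching by sequence was chosen after seeing the data.

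Beebread and pollen of the cole stage, with an r of 0.900, had a Spearman's rho of 0.758 and a linear r without miR156a of 0.772. Beebread and royal jelly of the cole stage, with an r of 0.558, had 0.838 on linear values, a rho of 0.248, a linear r without miR156a of 0.304, and 0.792 over plant miRNAs alone, or 0.862 on their linear values, chosen after seeing the data. On linear values the correlation of cole beebread with royal jelly is thus close to that with pollen. For beebread and pollen of the camellia stage, at 0.909, the values were 0.997 on linear values, 0.772 for rho, 0.953 with a pseudocount of 10 and 0.997 on linear values without miR156a. Beebread and royal jelly of the camellia stage, at 0.116, changed sign to -0.0092 on linear values, -0.098 for rho and -0.0089 on linear values without miR156a, of which the 2 linear values lie inside its 95% interval (-0.019 to 0.247), and moved to 0.456 over plant miRNAs alone. Cole and camellia beebread, at 0.312, had 0.030 on linear values, 0.046 for rho and 0.030 on linear values without miR156a.

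Numbers of detected names fell with a higher minimum value. For bee miRNAs 13 of these counts changed more than 1.5 times and 3 did not, and for plant miRNAs 11 did and 5 did not. Low values limit these counts, since a value under the floor of 3 reads is not told apart from 0.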

Differences from the paper's values

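The paper reports 13 of the 16 representative miRNAs in camellia beebread, and by exact name without species prefix 3 were detected here. Of the alternatives set before the data were examined, matching by family gave 15, which is within 1.5 times the paper's value, while minimum values of 3 and 10 gave 3 and 1. Matching by mature sequence, chosen after seeing the values, gave 13, and the same 13 miRNAs as those listed in Fig 1D.

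Fig 1D shows about 38 plant miRNAs shared by cole and camellia beebread and about 20 in cole beebread alone, as the paper's numbers, where exact names gave 13 and 40. None of the alternatives set before the data were examined closed the gap for the shared miRNAs, with 8 at a minimum of 3, 3 at a minimum of 10 and 22 by family. By mature sequence, chosen after seeing the values, 36 were shared and 22 were in cole alone.

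The paper describes the 16 as having the highest concentrations in beebread and pollen, and 13 were among the 16 highest in beebread and 12 in pollen, with miR165a ranking 3 in beebread. With the mean of beebread and pollen, 13 were among the highest. The paper describes the profiles of cole and camellia beebread as similar, and its example is the presence of 13 of the 16 in both. By mature sequence 13 were present here too. Shared sequences held 98.9% of plant miRNA reads in cole beebread and 93.3% in camellia beebread. Correlation of abundances is a different measure, and there r was 0.312 with a rho of 0.046. Sequences listed for a single stage were counted as not detected in the other. The legend of Fig 1 gives the paper's number of representative miRNAs, 13, for pollen of both stages, and by mature sequence 14 were detected in camellia pollen at a value of at least 1, and 12 at a minimum of 3. The paper's text gives the correlation of beebread and pollen as near the maximum, and r was 0.900 in the cole stage, or 0.922 with a pseudocount of 10. Other settings gave lower values, namely 0.862 on linear values, 0.772 on linear values without miR156a and a rho of 0.758.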

Other observations

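In the camellia stage, honey held a larger number of the representative sequences than beebread did. By mature sequence, 15 of the 16 were detected at a value of at least 1 in camellia honey, 14 in pollen, 13 in beebread and 7 in royal jelly. At a minimum of 10 the numbers were 12, 10, 10 and 3. The royal jelly library had the fewest clean reads and honey fewer than beebread and pollen.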
